# A six-inhibitor culture medium for improving naïve-type pluripotency of porcine pluripotent stem cells

**DOI:** 10.1038/s41420-019-0184-4

**Published:** 2019-06-17

**Authors:** Ye Yuan, Jinkyu Park, Yuchen Tian, Jungmin Choi, Rolando Pasquariello, Andrei P. Alexenko, Aihua Dai, Susanta K. Behura, R. Michael Roberts, Toshihiko Ezashi

## Abstract

Understanding essential signaling network requirements and making appropriate adjustments in culture conditions are crucial if porcine pluripotent stem cells (PSC) are to achieve their full potential. Here, we first used two protein factors (LIF and FGF2) and kinase inhibitor combinations in attempts to convert primed type lentiviral-reprogrammed porcine induced PSC (Lv-piPSC) into naïve-like state and developed a medium called FL6i. In addition to FGF2 and LIF, this medium contained inhibitors of MAPK14, MAPK8, TGFB1, MAP2K1, GSK3A and BMP. Crucially, the usual TGFB1 and BMP4 protein components of many stem cell media were replaced in FL6i with inhibitors of TGFB1 and BMP. With this medium, Lv-piPSC were readily transformed from their original primed state into cells that formed colonies with typical features of naïve-state stem cells. The FL6i medium also assisted generation of naïve-type piPSC lines from porcine embryonic fibroblasts with non-integrating episomal plasmids (Epi-piPSC). These lines, despite retaining variable amounts of vector DNA, expressed higher endogenous *pPOU5F1* and *pSOX2* than Lv-piPSC. They have been cultured without obvious morphological change for >45 passages and retained pluripotent phenotypes in terms of upregulation of genes associated with pluripotency, low expression of genes linked to emergence of somatic cell lineages, and ability to generate well differentiated teratomas in immune-compromised mice. FL6i conditions, therefore, appear to support elevated pluripotent phenotypes. However, FL6i was less able to support the generation of embryonic stem cells from porcine blastocysts. Although colonies with dome-shaped morphologies were evident and the cells had some gene expression features linked to pluripotency, the phenotypes were ultimately not stable. Pathway analysis derived from RNAseq data performed on the various cell lines generated in this study suggest the benefits of employing the FL6i medium on porcine cells reside in its ability to minimize TGFB1 and BMP signaling, which would otherwise de-stabilize the stem cell state.

## Introduction

Pigs probably constitute the premier non-primate model for biomedical testing because of their physiological similarities to humans^1^. Accordingly, porcine pluripotent stem cells (PSC) potentially provide powerful tools for evaluating the safety and efficacy of stem cell based therapies, as well as having utility in the production of transgenic pigs and xenografts^1,2^. However, the derivation of authentic porcine embryonic stem cell (pESC)^3–8^ and transgene free porcine iPSC (piPSC)^9–12^ that can readily differentiate into all cell lineages still remains problematic^13^, although several promising advances have recently been reported^10,14–16^.

Most, if not all, piPSC lines depend on ectopic genes expressions to maintain self-renewal because of a failure to fully activate the endogenous genes required to provide a pluripotent phenotype^7,17–19^. The persistent expression of these reprogramming genes may complicate cell differentiation protocols, and there is concern that they may produce tumors in the treated animal. Various non-viral reprogramming methods have been tested to obtain transgene-free piPSC, but outcomes fail to up-regulate endogenous genes and whether or not the persistence of ectopic gene expression is required for pluripotency have been ambiguous^18,20–22^. There have also been consistent failures in generating pESC from the inner cell mass (ICM) and epiblast of porcine embryos, suggesting that special culture conditions are necessary to maintain stable endogenous pluripotency networks in pig cells. It has long been known that supplementation with certain cytokines and small molecule inhibitors and other fine tuning of the culture conditions can allow derivation of PSC from certain “non-permissive” mouse strains and rats^23–25^ and{Buehr, 2008 #141} permit generation of human PSC in various states of pluripotency^26–32^.

Here we report the development of culture conditions, based on the naïve human stem cell medium (NHSM)^27^, that permits conversion of primed/epiblast-types of piPSC into cultures with naïve-type properties. Two other goals were to employ similar culture conditions to produce piPSC from somatic cells by using non-integrating episomal plasmids and to generate genuine pESC from outgrowths of porcine blastocysts.

## Materials and methods

### Routine maintenance and culture conditions of PSC

For routine maintenance, piPSC and pESC like cells (pESCLC) were cultured on irradiated mouse embryonic fibroblasts (iMEF) in 10 cm-culture dish (Corning), six-well tissue culture plates (Thermo Scientific) or twelve-well culture plates (Thermo) under 5% CO_2_, 5% O_2_, and 20% N_2_ atmosphere in O_2_/CO_2_ incubator (Heracell150, Thermo) with daily medium exchange. We employed an antibiotic-free culture condition, which provides an on-going means of monitoring aseptic technique by laboratory workers. Mycoplasma infections are regularly surveyed (every quarter) by MycoAlert™ Mycoplasma Detection Kit (Lonza). The cells used in the study were all infection free. The medium included: [**1. F**] standard hESC medium supplemented with 4 ng/ml human (h) FGF2 (in house produced from yeast)^33^ and 20% v/v knockout serum replacement (KOSR, Invitrogen)^7,34^. [**2. NHSM**] knockout-DMEM (Invitrogen) with 20% KOSR, 1 mM glutamine (Invitrogen), 1% nonessential amino acids (Invitrogen), 100 μg/ml primocin (InvivoGen), 12.5 μg/ml recombinant human insulin (Sigma) and 20 ng/ml IGF1 (ProSpec) as basal medium. Cytokine and small molecules include 20 ng/ml hLIF (Millipore), 8 ng/ml hFGF2, 2 ng/ml TGFB1 (Prospec), 2 µM p38i (MAPK14 inhibitor, BIRB796, Selleckchem), 5 μM JNKi (MAPK8 inhibitor, SP600125, Tocris), 0.4 μM BMP inhibitor (LDN193189, Axon), 3 μM GSK3A inhibitor (CHIR99021, STEMCELL Technologies), and 1 μM ERK1/2i (MAP2K inhibitor, PD0325901, Selleckchem)^27^. [**3. FLB2i**] 10 ng/ml hLIF, 8 ng/mL hFGF2, 10 ng/ml BMP4 (R& D Systems), 3 μM GSK3A inhibitor, and 2 μM TGFB1 inhibitor (A83-01, Xcessbio)^19^. [**4. FL6i**] modified from NHSM by replacing TGFB1 with 1 μM TGFB1 inhibitor. Additionally, FGFR inhibitor PD173074 (STEMCELL Technologies) and JAK Inhibitor I (CAS 457081-03-7, Calbiochem) were tested in Lv-piPSC culture (Fig. 2b).

### Generation of iPSCs from porcine fetal fibroblasts with episomal vectors

Porcine fetal fibroblasts were reprogrammed with non-integrating episomal vectors according to previously described protocols^35^. 3 μg of combined three episomal plasmids (Addgene #27077, 27078 and 27079) containing human *POU5F1, SOX2, KLF4, LIN28, L-MYC* and *p53 shRNA* were electroporated with a Nucleofector II device (Lonza) and Amaxa NHDF Nucleofector kit (Lonza) into 6 × 10^5^ porcine fetal fibroblast cells derived from day 34 conceptuses^36^. The following day, the cells were placed into three 10 cm dishes previously plated with iMEF. Next day the culture medium was switched to NHSM basal medium with FGF2 and LIF (FL condition in the first dish), FLB2i medium in the second dish and FL6i medium in the third dish. 17-day post transfection, emerged independent colonies were mechanically isolated from the dishes and expanded. A total of two iPSC lines in FL, four lines in FLB2i and eight lines in FL6i conditions were established, respectively.

### Collection, production, and culture of porcine blastocysts

The collection, production and culture of porcine blastocysts was conducted by using methods described previously^37^. Porcine blastocysts were seeded on iMEFs and in pESC medium^7^, a 50:50 mixture of DMEM low glucose and Ham’s F10 medium (Thermo), supplemented with 15% fetal bovine serum (FBS; Hyclone), 2 mM glutamax, 0.1 mM ß-mercaptoethanol, 1x MEM nonessential amino acids, 1x antibiotic/antimycotic (Thermo) containing cytokines, and 20 ng/ml hFGF2 (in house)^33^. Two methods were used to generate pESCLC: plating day 7–8 of intact blastocyst and inner cell mass (ICM) isolated by immunosurgery^38^. Following 5–7 days of culture, we observed pESCLC primary colonies derived from porcine blastocysts. These pESCLC colonies were mechanically dissociated into several clumps by using pulled glass pipettes 10–15 days after seeding. Dissociated clumps were then re-seeded on fresh iMEFs, and subsequent pESCLC lines were routinely passaged via the pulled glass pipette method every 5–7 days.

### Alkaline phosphatase (AP) staining and immunocytochemistry (ICC)

AP staining was performed by the nitro blue tetrazolium/5-bromo-4-chloro-3-indolyl phosphate method (Promega). For ICC, cells were fixed in 4% w/v paraformaldehyde/PBS for 12 min, washed with PBS twice, and permeabilized with 0.1% Triton X-100 (Fisher Scientific) for 20 min After washing with PBS, the cells were incubated with 5% v/v goat or donkey serum (Sigma) in PBS for 30 min Cells were then incubated with primary antibody overnight at 4 °C. After washing, the cells were incubated with secondary antibody. Nuclei were stained with 6 ng/ml 4′,6-diamidino-2-phenylindole (DAPI) (Invitrogen). For POU5F1 staining on teratoma tissues, maximum-intensity projection of 3D montage images were obtained by using a Leica SP8 spectral confocal microscope (research.missouri.edu/mcc/leica_tcp_sp8_mp.php) to cover the large (mm size) area. Other Fluorescence images were taken under an Olympus IX70 inverted microscope at the Molecular Cytology Core at University of Missouri. Primary antibodies include: POU5F1 (1:1000 in house^39^ or 1:100; Santa Cruz Biotechnology, catalog no. sc-9081), SOX2 (1:1000; R&D Systems, MAB2018), NANOG (1:200; Abcam, ab109250), SSEA1 (1:50; Developmental Studies Hybridoma Bank [DSHB], MC-480), SSEA4 (1:50; DSHB, MC-813-70), KRT7 (1:100; DAKO, M701801-2), DESMIN (1:100; Santa Cruz Biotechnology, sc-14026), NESTIN (1:100; Abcam, ab6320), SOX17 (1:100; R&D Systems, AF1924),

### Embryoid body (EB) formation and in vitro differentiation

Epi-piPSC lines were manually isolated from the culture dish coated with iMEFs, dissociated with Accutase (STEMCELL Technologies). The dissociated cells were allowed to form EB by the hanging drop method^40^ in a droplet medium. The medium was that used for prior culture but lacked supplementary cytokines and inhibitors. After five days, the EBs were transferred to adherent, gelatin-coated tissue-culture dishes and allowed to differentiate further for 2 weeks.

### Reverse transcriptase-polymerase chain reaction (RT-PCR) analysis and quantitative PCR (qPCR)

To analyze the gene expression patterns of undifferentiated or differentiated cells, total RNA from individual samples was extracted in STAT-60 (Tel-Test Inc) according to the manufacturer’s instructions. cDNA was synthesized by using the SuperScript VILO kit (Life Technologies). PCR was performed with *Taq* DNA polymerase (PCR Master Mix, Thermo) under the following conditions: 95 ^°^C for 15 min followed by 30 amplification cycles (95 °C, 15 s; annealing temperature of specific primers, 30 s; 72 °C, 30 s) with an extension cycle at 72 °C for 1 min Quantitative PCR was performed with SYBR Green PCR kit (Life Technologies) on an ABI 7500 Real-Time PCR System (Applied Biosystem). GAPDH was used as a reference gene for this experiment. All the primers used in this experiment were shown in Supplementary Table 4.

### RNA sequencing analysis

Total RNA was extracted from the Lv-piPSC, Epi-piPSCs and pESCLC lines cultured in respective conditions by using STAT-60. The quantitation and quality control of RNA from all samples was performed on a Fragment Analyzer (Advanced Analytical), and cDNA libraries were constructed by standard methods (Illumina TruSeq mRNA stranded kit) with index adapters (Illumina TruSeq indexes). The RNA-Seq data were generated on the Illumina (HiSeq 2500 instrument) platform by 50 bp paired-end sequencing. The sequencing reads were aligned onto Sscrofa11.1 reference genome by TopHat v2.1.0 software^41^ . The mapped reads were transformed into the count matrix with default parameters by HTSeq v0.8.0 software^42^, followed by normalization with DESeq v2 software^43^. Differentially expressed genes (DEGs) were identified by means of the same software, DESeq2, based on negative binomial generalized linear models. GO enrichment analysis of the DEGs was performed by using PANTHER (www.pantherdb.org/)^44^. For the visualization of enriched GO terms in ranked lists of DEGs and their clustering, all heatmaps were generated by the Heatmapper (www.pantherdb.org/)^45^ with log2 transformed values.

### Teratoma formation

20 million cells of the Epi-piPSC, Lv-piPSC and Epi-hESC lines obtained by Dispase dispersion of attached colonies (1 mg/mL, STEMCELL Technologies) were centrifuged (200×*g* for 5 min), resuspended in 0.2 mL of original culture medium, and chilled on ice before mixing with 0.14 ml of Matrigel (Corning) supplemented with ROCKi, Y-27632 (final 10 µM). The solution was loaded into a 1-mL syringe (Becton Dickinson) and injected subcutaneously into 8 to 12-week-old non-obese diabetic SCID-γ mice (for all except Lv-piPSC-F, Jackson Laboratories) or CD-1 nude mice (for Lv-piPSC-F, Charles River) on their flanks through 22-gauge needles (10 million cells of the former and 1 million for the latter per site). The tumors were dissected out after euthanizing the mice and fixed in 10% (v/v) neutral buffered formalin overnight. Paraffin-embedded tissue was sectioned and then stained with H&E. All animal experiments were approved by the University of Missouri Institutional Animal Care and Use Committee under Protocols 7170 and 8053.

### Statistical analysis

For qPCR results, the mRNA abundance levels of a target gene were normalized to the internal control gene, *GAPDH*, and the relative expression value were determined by comparative threshold cycle method^46^. Data were analyzed by using the relative expression tool REST 2009 version 2.0.13^47^. DESeq2 was used to detect significantly differentially expressed genes in the RNAseq analysis^43^. For cell doubling time, the comparison was performed by permutation tests for the differences between groups of growth curves from the R project for statistical computing^48^.

## Results

### Transition of primed type porcine iPSC to naïve-like pluripotency state

We examined whether the NHSM^27^ could be used for culturing the primed type lentiviral reprogrammed piPSC (Lv-piPSC) ID6 line that has been maintained in DMEM/F12 medium supplemented with FGF2 (termed as F; Supplementary Table 1b)^34^. The human ESC (hESC) line (WA01/H1) and Lv-piPSC were adapted to NHSM on a feeder layer of irradiated mouse embryonic fibroblasts (iMEF). After 10-day of culture, colonies of both H1 and Lv-piPSC in F began to exhibit dome-shaped morphologies that resembled those of mouse naïve type ESC (Fig. 1a). However, unlike the hESC, Lv-piPSC were negative for alkaline phosphatase (AP), indicating a loss of pluripotency (Fig. 1a). Primed type Lv-piPSC were then tested for growth on NHSM with the following modifications to identify which component in that medium had caused negative consequences of maintaining AP activity: 1. NHSM with FGF2 and LIF but without inhibitors of MAP2K, MAPK8, MAPK14, GSK3A, and TGFB1; 2. NHSM without the two inhibitors of MAP2K and GSK3A; 3. NHSM without TGFB1; 4. NHSM without inhibitor of MAPK14; 5. NHSM without inhibitor of MAPK8; 6. NHSM without inhibitor of BMP. (Supplementary Table 1a). Surprisingly, after 10-day culture, only condition 3 (NHSM without TGFB1) provided dome-shaped colonies that were AP-positive (Fig. 1b), suggesting the presence of TGFB1 that caused the loss of AP activity in Lv-piPSC. By replacing TGFB1 with its inhibitor, the proportion of compact dome-shaped, AP-positive colonies relative to flattened colonies increased nine-fold (Ratio in no TGFB1, 1.08; ratio with TGFB1 inhibitor, 9.92) (Fig. 1c). As a result, we developed an optimized medium containing a combination of FGF2, LIF, inhibitors of TGFB1, MAP2K1, MAPK8, MAPK14, GSK3A and BMP (termed FL6i medium) to convert the primed type Lv-piPSC-F into naïve type cells. To ratify the whether all the components (FGF2, LIF, inhibitors of MAPK8, MAPK14, and BMP) were required for maintaining the AP-positive/naïve type colony morphology, each compound was sequentially omitted from the FL6i medium. Only cells on the complete medium were converted from the primed to naïve-like state (Fig. 1d).

**Fig. 1:**
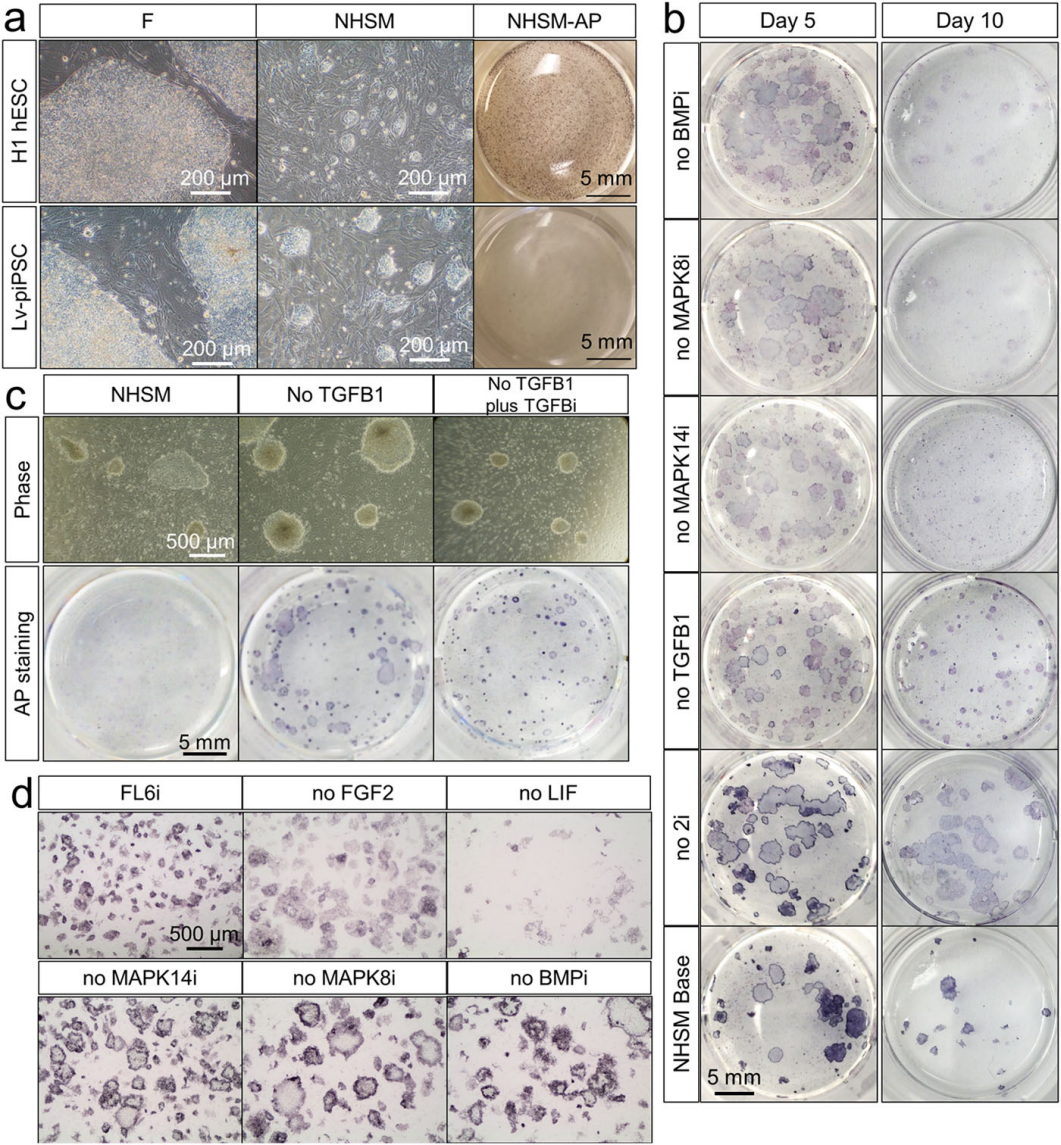
. **a** Live cell images of H1 hESC and Lv-piPSC under F and NHSM conditions with bars, 200 µm and AP staining images in NHSM condition with bars, 5 mm. **b** AP staining images of LV-piPSC following removal of individual components from NHSM. AP staining was performed at Day 5 and Day 10 of culture under each condition with bar, 5 mm. **c** Live cell (bar, 500 µm) and AP staining (bar, 5 mm) images of Lv-piPSC under NHSM, NHSM without TGFB1 and NHSM without TGFB1, plus TGFB inhibitor (TGFBi) conditions. **d** AP staining images of Lv-piPSC under FL6i condition and FL6i in absence of respective components (bar, 500 µm)

### Characterizations of Lv-piPSC in FL6i medium

The naïve like Lv-piPSC cultured in FL6i (Lv-piPSC-FL6i) not only resembled mouse naïve-type ESC (Fig. 2a), but were dispersed into single cells for passaging and had shortened cell doubling time (from 17 h in F to 13.5 h in FL6i, *p* = 0.017). However unlike mouse ESC, they appeared to rely on both FGF/ACTIVIN/NODAL and LIF/JAK/STAT signaling for cell self-renewal (Fig. 2b). They were positive for the pluripotency markers SSEA1, NANOG, POU5F1 and SOX2 (Fig. 2c), and the expressions of several pluripotency-related endogenous genes (*pNANOG, pPOU5F1, pSOX2, pMYC, pDPPA3*) were significantly increased (Fig. 2d). Despite this upregulation of endogenous genes, the expression of the ectopic genes (*hPOU5F1 hSOX2, hKLF4*) used initially to drive induced pluripotency remained relatively unchanged under the new culture conditions (Fig. 2d). The Lv-piPSC-FL6i formed embryoid bodies and underwent spontaneous differentiation. The differentiated cells were positive for ectoderm and mesoderm markers, but they failed to express endoderm markers (Fig. 2e).

**Fig. 2:**
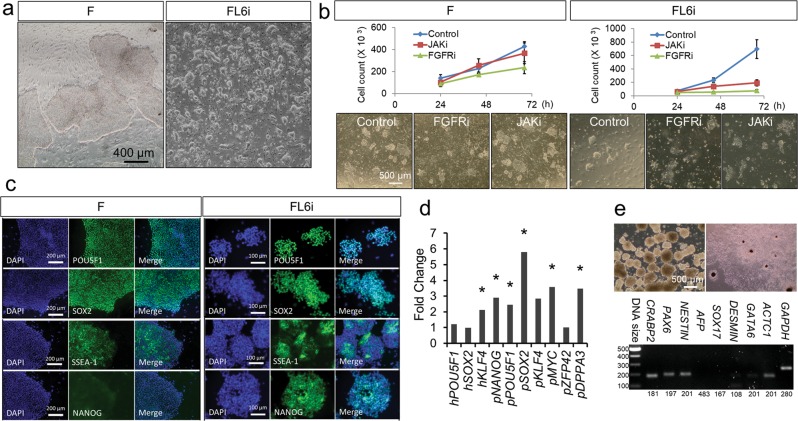
**a** Live cell images of Lv-piPSC under F and FL6i conditions with bar, 400 µm. **b** Cell proliferation curve (upper panel) and live cell images (bottom panel, bar, 500 µm) of Lv-piPSC treated with 1 µM PD173074 (FGFRi), 0.6 µM JAK Inhibitor I (JAKi) or control in F and FL6i conditions. **c** ICC of pluripotency markers, POU5F1, SOX2, SSEA-1 and NANOG, in Lv-piPSC under F and FL6i conditions with bars, 200 and 100 µm. **d** The relative expression level of pluripotency genes in Lv-piPSC under FL6i conditions determined by qPCR. The expression value of each gene in Lv-piPSC under F condition was arbitrarily set to 1. Asterisk symbol (*) represents significant differences (*p* < 0.05) in gene expression level between Lv-piPSC under F and FL6i conditions. The experiments were replicated three times. **e** The formation of embryoid bodies (EB, left) and adherent outgrowths of EB (right) derived from Lv-piPSC-FL6i (upper panels, bar, 500 µm) and the expression of differentiation markers representing three germ layers (*CRABP2, PAX6, NESTIN*: ectoderm, *AFP, SOX17, GATA6*: endoderm, *DESMIN, ACTC1*: mesoderm) determined by reverse transcription PCR (bottom panel). The product sizes in bp are listed

### Derivation of episomal plasmid-mediated piPSC (Epi-piPSC)

We next examined whether FL6i condition could be used to generate transgene-free piPSC by using non-integrating episomal plasmids^35,49^. Porcine fetal fibroblast cells were transiently transfected with the plasmids^35^ and plated onto iMEF feeder layers under three culture conditions: 1, NHSM basal medium with FGF2 and LIF (FL); 2, a previously reported medium claimed to generate an intermediate pluripotent state in piPSC^19^ (FLB2i); 3, the newly developed FL6i described above. Two to three weeks after the transfection, primary colonies with flat morphologies were observed in FL, mounded colonies in FLB2i, and small dome-shaped colonies in FL6i (Fig. 3a). Individual colonies were manually picked and propagated by passaging under the three respective conditions (Fig. 3b), whereas colonies from FLB2i and FL6i conditions demonstrated homogenous POU5F1 expression and were undifferentiated (Fig. 3c). Colonies in FL condition were comprised largely of epithelial-like cells (Fig. 3b) with much reduced POU5F1 expression (Fig. 3c). As culture on FL was extended, the cells stopped growing and no iPSC line was established. However, it was possible to generate multiple piPSC in FLB2i (Epi-piPSC-FLB2i) and FL6i conditions (Epi-piPSC-FL6i). All were positive for AP and expressed POU5F1 and SOX2, but all stained negatively for NANOG (Fig. 3d). While Epi-piPSC-FL6i expressed SSEA1, the Epi-piPSC-FLB2i cells were SSEA4 positive (Fig. 3d).

**Fig. 3:**
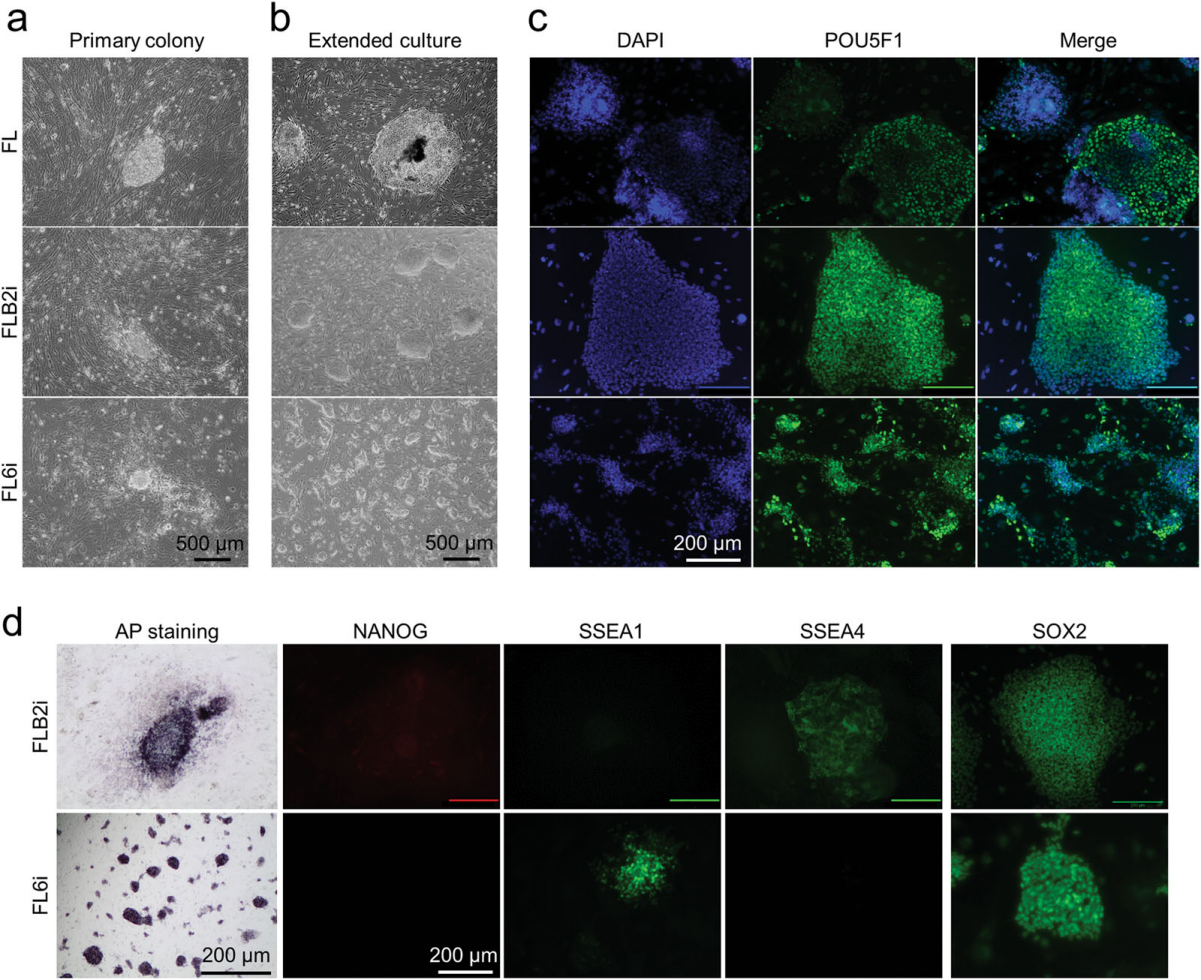
Live cell images of ‘primary colonies’ (**a**) and established colonies after 40 days of “extended culture” (**b**) of Epi-piPSC under the three culture conditions. **c** ICC of POU5F1 of Epi-piPSC under the three conditions after 40 days of extended culture. **d** AP staining and ICC of NANOG, SSEA1, SSEA4 and SOX2 of Epi-piPSC lines established in FLB2i and FL6i conditions

To examine whether any of the reprogramming genes and the plasmids persisted in the established Epi-iPSC, six lines of Epi-iPSC (three from FLB2i, three from FL6i) were randomly selected from each culture condition after 80 days of continuous culture (15–20 passages). Specific PCR primers were designed to provide a comparison between transcript levels from endogenous pluripotency genes and those from the exogenous reprogramming genes. Although each reprogrammed cell line was weakly positive for expression of *pPOU5F1* and *pSOX2*, values were quite variable. The levels of *pNANOG* transcripts were higher in FL6i than in FLB2i. As observed with the Lv-line in F, all six cell lines robustly expressed *hPOU5F1* and *hSOX2*, (Fig. 4b). Detection of *hPOU5F1, hSOX2*, and *hLIN28* with the vector backbone DNA (performed with gene specific primer and the vector-specific primer) (Fig. 4c; *plasmid POU5F1, - SOX2, - LIN28*), suggests that the episomal-plasmids had persisted in the cells, possibly through integration into host DNA.

**Fig. 4:**
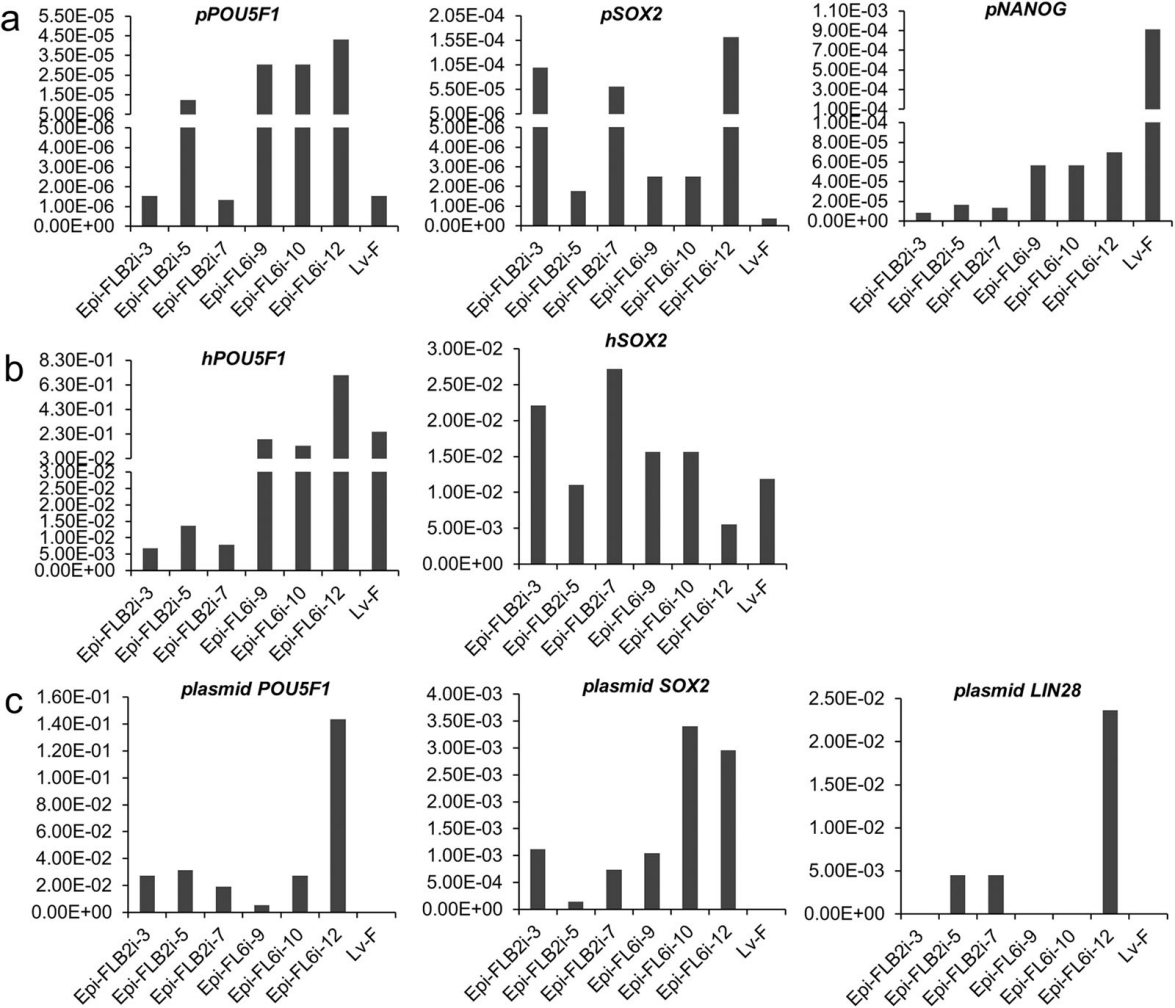
. Quantitative comparison of endogenous (**a**) and exogenous (**b**, **c**) pluripotency marker expressions in Epi-piPSC-FLB2i, Epi-piPSC-FL6i and Lv-piPSC-F linesThe relative expression levels of the target genes were normalized against the expression level of *GAPDH* from the same sample (set as 1). Expression of the endogenous porcine genes (*pPOU5F1*, *pSOX2*, *pNANOG* in (**a**) and exogenous human genes (*hPOU5F1*, *hSOX2* in (**b**) were determined by species specific primers for respective coding sequences. Expression values from the episomal plasmids (plasmid *POU5F1*, plasmid *SOX2*, plasmid *LIN28* in (**c**) were quantified by paired primers of gene specific and the plasmid backbone. The primer information is shown in Supplementary Table 4

### Teratoma formation from Epi-piPSC generated under different culture conditions

To evaluate the pluripotency of the newly developed Epi-piPSC and compare their ability in generating differentiated cell types, teratoma studies were conducted in immunodeficient mice. Teratomas from two Epi-piPSC-FLB2i and three Epi-piPSC-FL6i sublines were compared with those from three well characterized iPSC lines (a transgene free human iPSC, Epi-hiPSC and two Lv reporgrammed piPSC (Lv-piPSC-F) and Lv-piPSC-FL6i) (Supplementary Table 3). All were able to produce encapsulated solid tumors that were removed between days 38~ 90 after the injection. As expected, the Epi-hiPSC teratoma (Fig. 5a) included tissue representative of ectoderm, endoderm, and mesoderm, and POU5F1 expression was almost absent (Fig. 5a). The tumors produced by Epi-piPSC-FLB2i, Epi-piPSC-FL6i and Epi-hiPSC were softer than the Lv-piPSC teratomas and contained hemorrhagic areas when they were examined in cross-section (Figs. 5a–c). The tumor derived from Epi-piPSC-FLB2i lacked apparent endoderm derivatives but contained ectoderm and mesoderm (Fig. 5b). The tissue contained islands of POU5F1 expression between more differentiated areas (Fig. 5b). However, the tumors from Epi-piPSC-FL6i had overall lower POU5F1 expression than those from the Epi-piPSC-FLB2i and also contained diverse tissue types representative of ectoderm, endoderm and mesoderm (Fig. 5c). By contrast, the Lv-piPSC-F and Lv-piPSC-FL6i lines formed homogeneous tumors when viewed in cross section (Figs. 5d, e). The tumors were also largely undifferentiated, with a majority of POU5F1-positive cells. Nevertheless, islands of ectoderm, mesoderm and endoderm were scattered throughout the tissue from the Lv-piPSC-F lines (Fig. 5d). Tumors from Lv-piPSC-FL6i lines had a largely undifferentiated morphology and were POU5F1-positive throughout, except in diffused eosinophilic cells of connective tissue (Fig. 5e).

**Fig. 5:**
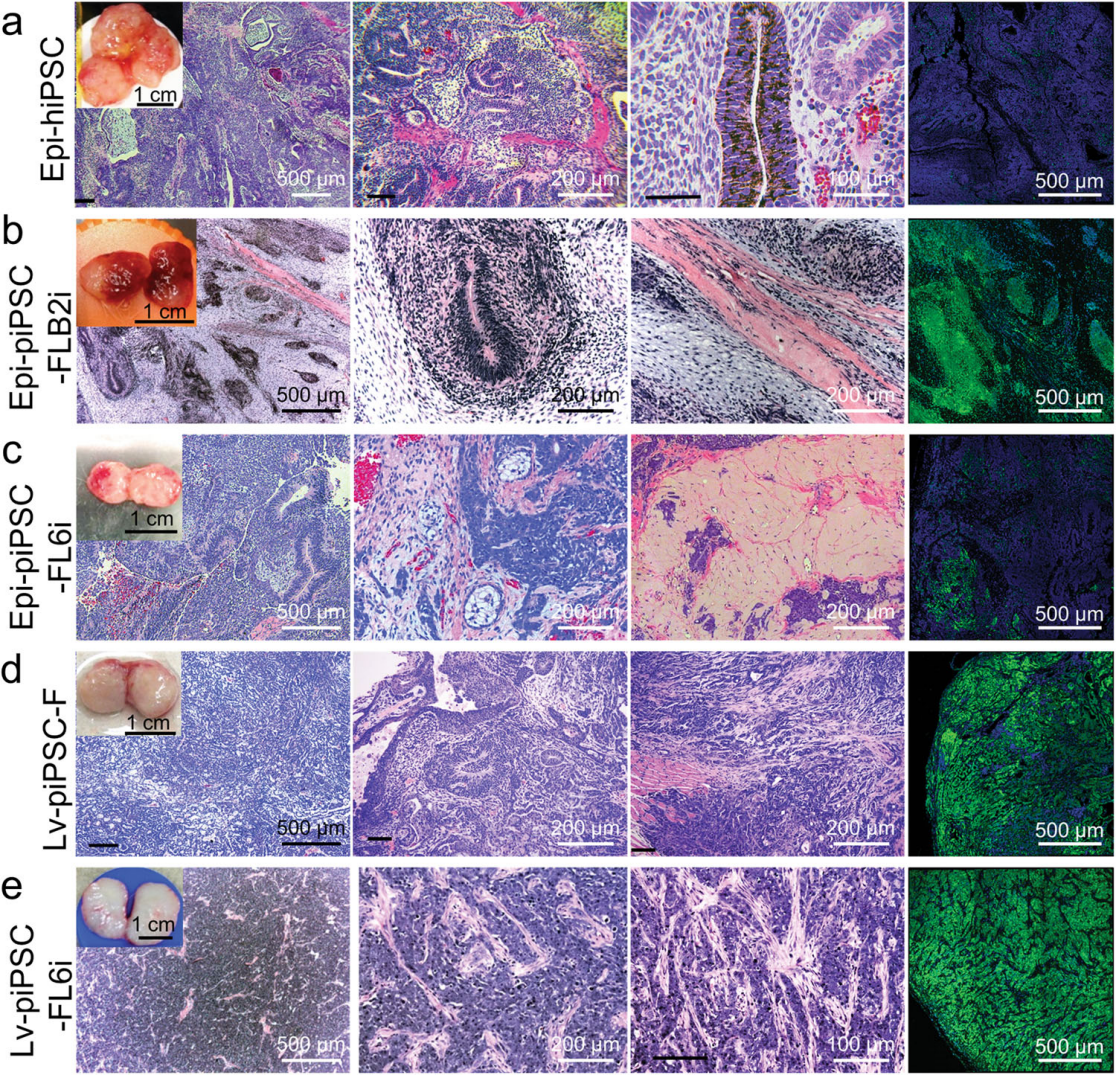
Tumor tissues generated from different porcine iPSC in immunodeficient mice. Tissue generated from transgene free hiPSC, Epi-hiPSC (**a**), Epi-piPSC-FLB2i (**b**), Epi-iPSC-FL6i (**c**), Lv-piPSC-F (**d**), Lv-piPSC-FL6i (**e**). Inserted images in the left panels show the gross morphology of the tumors immediately after collection from the host mice, bars 1 cm. The panels in rows 1–3 illustrate H&E staining of the histological section of the tumors, bars, 500 µm, 200 µm or 100 µm. Far right panels show the ICC for POU5F1 in respective tumor tissues with bars, 500 µm

### Attempts to generate pESC with the modified media

First, we attempted to generate primed-type pESC in standard FGF2-supplemented medium, i.e., pESM conditions^7^ (termed F) from either day 7–8 intact blastocysts or immunosurgery isolated ICM^38^. Both approaches yielded similar types of outgrowth at similar efficiencies. Higher outgrowth efficiency was achieved with embryos that were beginning to hatch (Supplementary Table 2). The all outgrowths were similar in morphology and were positive for AP.

Attempts were also made to generate pESC under FL6i (from both blastocysts and ICM, Supplementary Table 2) and FLB2i (from blastocysts only) culture conditions. Fewer outgrowths were observed than under F, and all the attached colonies were unstable, i.e. quickly differentiated and stopped proliferating within two weeks (Supplementary Fig. 1b, c). As an alternative to using these two defined media, outgrowths were generated under F (termed pESC like cells, pESCLC-primary; Figs. 6a, b, Supplementary Fig. 1a). These outgrowths were manually passaged and maintained in F (named pESCLC-F)^7^, Some of the primary outgrowths were also switched to FLB2i and FL6i conditions (Fig. 6a). Further growth on FLB2i failed, but, in FL6i conditions, small foci (50–80 µm in diameter) became visible within the colonies (Supplementary Fig. 1d) and adopted dome-shaped morphologies (Fig. 6e, Supplementary Fig. 1f). From these small foci, we generated a continuously proliferating cell line (named pESCLC-FL6i), whose morphologies resembled the earlier described Epi-piPSC-FL6i. After 10-day culture under FL6i, some of the colonies were sub-cultured into FLB2i conditions, and they continued to proliferate, forming mounded colonies resembling the Epi-iPSC-FLB2i colonies described earlier (Fig. 6d, Supplementary Fig. 1e). Thenceforth, all three lines, pESCLC-F, pESCLC-FLB2i and pESCLC-FL6i were manually passaged every 4–7 days on iMEF feeders. Each cell line proliferated for at least 15 passages over a ~2-month period.

**Fig. 6:**
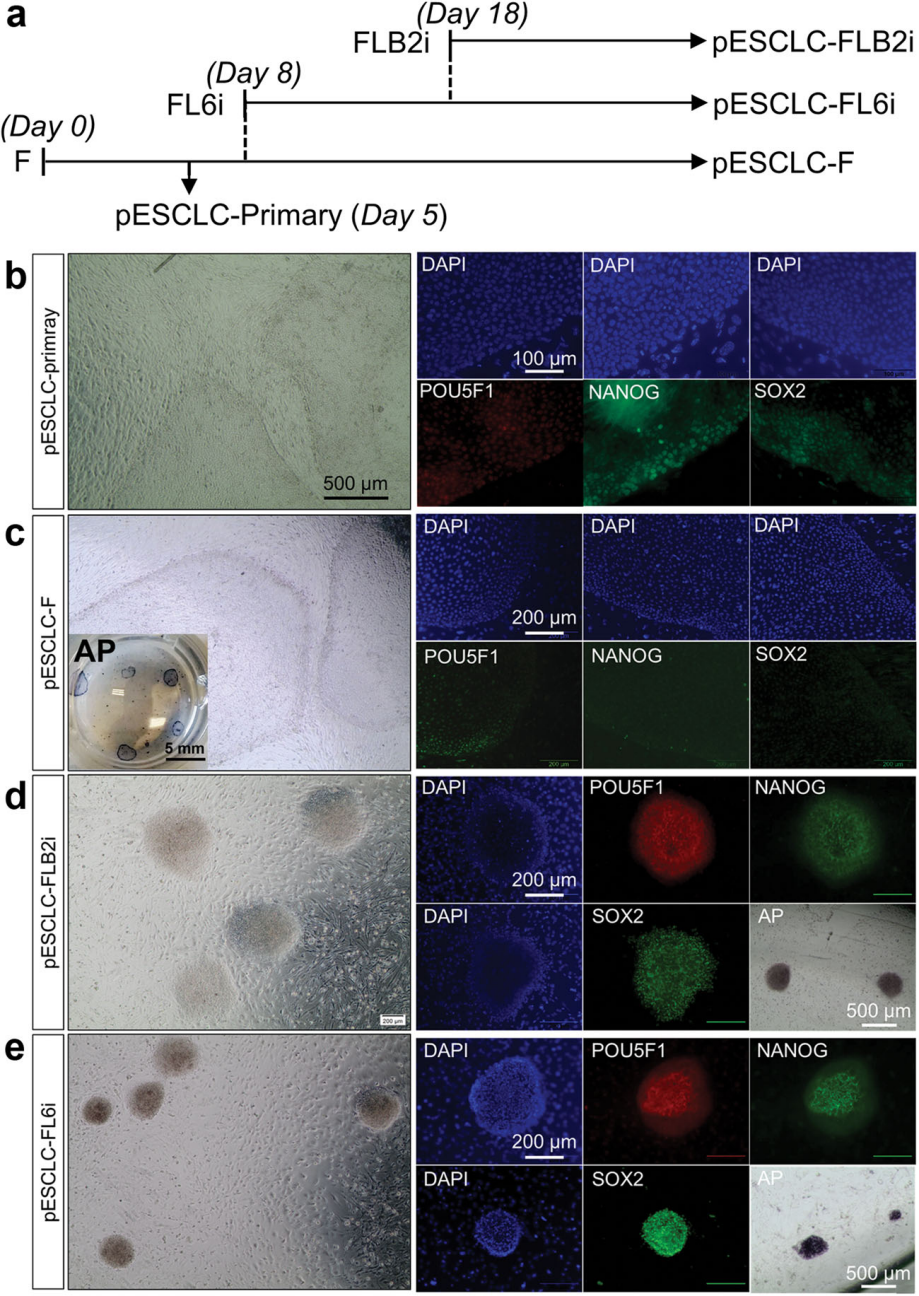
Porcine ESC like cell (pESCLC) generation under F, FLB2i and FL6i conditions. **a** Schematic diagram illustration how the pESCLC were generated under F, FLB2i and FL6i conditions. Representative live cell image and POU5F1, NANOG and SOX2 ICC plus AP staining for cell colonies generated under the different culture conditions: pESCLC-primary (**b**), pESCLC-F (**c**), pESCLC-FLB2i (**d**) and pESCLC-FL6i (**e**). Bars are 100 µm in (**b**) 200 µm in (**c**-**e**). **f** Heatmap analysis of 19 porcine genes whose expressions are linked to pluripotency in the ESC-like cells generated under different conditions

All three pESCLC lines were examined for expression of POU5F1, NANOG, SOX2 and AP at 16, ~34, and ~46 days (passage numbers 2, 6, and 9, respectively), and compared with initial blastocyst outgrowths (pESCLC-primary) that had been collected at day 8~10 (Figs. 6b–e). The pESCLC-primary outgrowths expressed all three pluripotent markers examined (Fig. 6b). However, the cell cultures continued in F (pESCLC-F) showed increasingly lower SOX2 and POU5F1 expressions although NANOG and AP activity remained relatively constant (Fig. 6c). When the pESCLC were maintained in FLB2i (Fig. 6d) or FL6i (Fig. 6e), the marker expressions persisted without obvious decline.

### Comparative gene expression analysis of cell lines

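RNA was sequenced from 7 groups of porcine cells with 2 samples in each, 14 samples in all. The pESCLC-primary group held 2 blastocyst outgrowths in F, the primed-type medium supplemented with FGF2, whose collection the paper's text puts at day 8 to 10 and Fig. 6a at day 5. The other pESCLC groups are the embryonic stem cell-like lines grown on from such outgrowths, on mouse feeder cells. By the codes in the sample labels, the pESCLC-F samples were lines A1 and A2, both at passage 2. The pESCLC-FLB2i samples were both line B1, at passages 3 and 6, and the pESCLC-FL6i samples both line C2, at passages 3 and 9. Cells were moved into FL6i at day 8, and from FL6i into FLB2i at day 18. Of the induced lines, the Lv-piPSC-F samples carried lentiviral reprogramming genes and were grown in F, and passage 46 was given for the second of them. That second sample carries a different code in its labels from the first, so whether both are the same subline is open. The Epi-piPSC lines were made with episomal plasmids. The Epi-piPSC-FLB2i samples were line B5 at passages 9 and 12, and the Epi-piPSC-FL6i samples were line C10 at passage 12 and line C11 at passage 11. The duplicates of pESCLC-FLB2i, pESCLC-FL6i and Epi-piPSC-FLB2i therefore show the spread between passages of one line, not between lines.
The authors made stranded libraries of polyadenylated RNA, sequenced them as paired-end reads, aligned the reads to Sscrofa11.1 with TopHat, counted them on genes with HTSeq at its default parameters, and divided the counts of each sample by its DESeq2 size factor. The values used here are those normalized counts, for 19588 genes named by Ensembl identifiers only, which the files do not pair with gene symbols. In each sample all values were whole multiples of one step, the worth of 1 read, so the number of reads behind them could be recovered. The reads counted on genes were 17887375 and 16493637 in the pESCLC-primary samples, 19541270 and 19214420 in pESCLC-F, 21232806 and 17926620 in pESCLC-FLB2i, and 15179200 and 6193659 in pESCLC-FL6i. They were 17411166 and 58878377 in Lv-piPSC-F, 16729784 and 19456453 in Epi-piPSC-FLB2i, and 17582502 and 17094484 in Epi-piPSC-FL6i. A normalized count of 1 thus stood for 0.382 reads in the second pESCLC-FL6i sample and for 2.87 reads in the second Lv-piPSC-F sample, and low values are least precise in the former. HTSeq's default leaves out reads that match several places, so genes with near-identical copies are undercounted.
Groups were compared in pairs, as in Supplementary Table 5, with limma on log2(normalized count + 1), over the genes with at least 10 normalized counts in at least 2 of the 4 samples. The pseudocount of 1 understates the changes of low genes. A DEG had an absolute log2 fold change of at least 3 and an adjusted p of at most 0.05 (Benjamini-Hochberg).

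**Figure D1:**
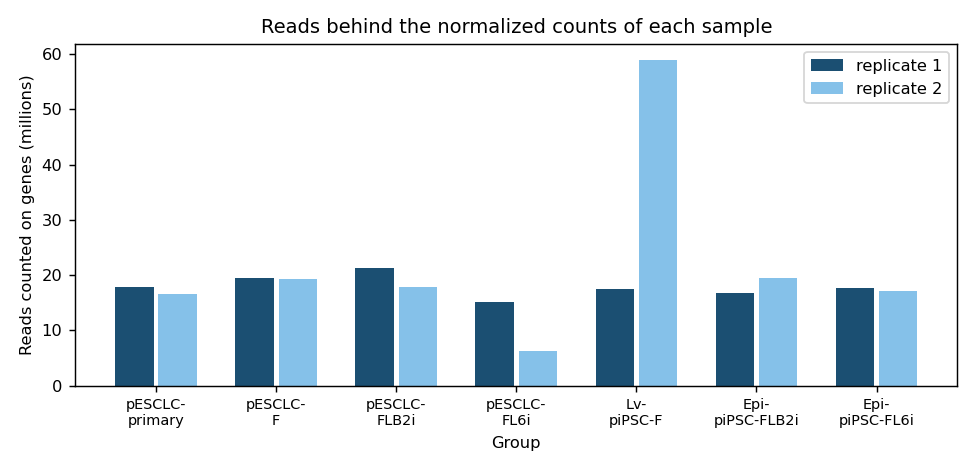
Reads counted on genes in each of the 14 samples (y axis), recovered from the normalized counts. Each group has a dark bar for replicate 1 and a light bar for replicate 2; the lowest bar is the second pESCLC-FL6i sample (6193659 reads) and the highest the second Lv-piPSC-F sample (58878377 reads).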

Transcriptome profiles of the three putative pESC (pESCLC-F, pESCLC-FLB2i, pESCLC-FL6i), the three piPSC lines (Lv-piPSC-F, Epi-piPSC-FLB2i, Epi-piPSC-FL6i), each in duplicate representing different passage number, and two primary blastocyst outgrowths were compared by using RNAseq. A heatmap analysis of 19 known porcine genes whose expression has been linked to pluripotency^19^ was then generated (Fig. 6f). The primary blastocyst outgrowths (pESCLC-primary) had the most consistent upregulation of expression of these genes, including *POU5F1* and *NANOG*, relative to any of the cell lines. One other feature of these primary cultures was relatively low *SOX2*, *ESRRB*, and *KLF4* expression. However subsequent culture of these pESCLC cells in either FLB2i or FL6i medium led to a down regulation of the majority of these pluripotency genes, including *POU5F1* and *NANOG* but not *SOX2*. By contrast, continued culture under F, had a more minor effect, although some key genes, e.g., *POU5F1, SOX2*, and *ESRRB* became expressed at lower levels than in their primary progenitors. Of the remaining cell lines, the lentivirus-transformed cells (Lv-piPSC) cultured on F medium clustered most closely to the blastocyst outgrowths, followed by the episomally-transformed cells (Epi-piPSC), cultured on FL6i medium, although in both there was marked down regulation of *TET2* and *TET3* genes (Fig. 6f).

A principle component analysis (PCA) based on RNAseq data showed distinct distributions according to how the cells were created (pESCLC vs. piPSC) and culture conditions (Fig. 7a). 

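Over the 16028 genes with at least 10 normalized counts in at least 2 of the 14 samples, PC1 of the centred log2 values carried 40.1% of the variance, PC2 22.0% and PC3 9.97%. With each of the 14 samples left out in turn, the share of PC1 stayed between 38.3% and 44.1% and that of PC2 between 19.9% and 24.6%. The paper's text does not name the genes behind Fig. 7a. The choice of genes moved the share of PC1 most, to 60.7% over the 500 genes with the highest variance and to 61.1% over 500 genes after a variance-stabilizing transformation of the recovered reads, a setting chosen after seeing the data. By origin, the 6 piPSC samples all had higher PC2 scores than the 8 pESCLC samples. The lowest piPSC score was 4.23, in the second Epi-piPSC-FLB2i sample, and the highest pESCLC score was -38.4, in the first pESCLC-FLB2i sample. On PC3 the second pESCLC-FL6i sample, which has the fewest reads, scored 124 and its passage 3 duplicate 3.16.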

The pESCLC lines were clearly separated according to the culture conditions, i.e., F vs. FL6i/FLB2i, on the PC1 dimension while Epi-piPSC (FL6i vs. FLB2i) lines showed differences primarily by PC2 values. 

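On PC1 the mean score was -117 ± 12.8 (SD, n = 2) in pESCLC-primary and -155 ± 0.349 (SD, n = 2) in pESCLC-F, against 126 ± 2.1 (SD, n = 2) in pESCLC-FLB2i and 148 ± 20.3 (SD, n = 2) in pESCLC-FL6i. The closest samples of these pairs of groups were 233 units apart on PC1 and no SD of these groups was larger than 20.3. On PC2 the same samples were 4.79 units apart at the closest, less than the SDs of these groups. The samples of pESCLC-FLB2i and pESCLC-FL6i overlapped on PC2 and were 6.23 units apart on PC1 at the closest, within the SD of pESCLC-FL6i. For the Epi-piPSC the difference was larger on PC2 than on PC1. On PC2 Epi-piPSC-FLB2i had a mean score of 5.35 ± 1.59 (SD, n = 2) and Epi-piPSC-FL6i one of 106 ± 3.13 (SD, n = 2). They were further apart still on PC4, which carried 8.52% of the variance. The scores there were -43.5 and -38.9 in Epi-piPSC-FLB2i, against 94.1 and 101 in Epi-piPSC-FL6i. On PC1 their means were 57.9 ± 2.18 and 13.5 ± 4.34 (SD, n = 2 each), and the closest samples were 39.8 units apart, so the Epi-piPSC samples in FLB2i and in FL6i, which are of different lines, also differed on PC1 by more than the SDs.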

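The expression profile of each Lv-piPSC-F sample was compared with those of the other groups by Pearson's r across the 16028 genes, which are not independent replicates. The first Lv-piPSC-F sample had a mean r of 0.839 with the 2 Epi-piPSC-FL6i samples, 0.804 with pESCLC-primary, 0.784 with Epi-piPSC-FLB2i and 0.781 with pESCLC-F. The second had a mean r of 0.890 with Epi-piPSC-FL6i, 0.831 with pESCLC-primary, 0.826 with Epi-piPSC-FLB2i and 0.813 with pESCLC-F. The values with pESCLC-FLB2i and pESCLC-FL6i were lower, from 0.671 to 0.743. Epi-piPSC-FL6i ranked as the group closest to Lv-piPSC-F by Euclidean distance, by Spearman correlation, with a pseudocount of 0.1 or 5, and with each sample of either group left out. In the PCA, the closest samples of Lv-piPSC-F and Epi-piPSC-FL6i were 22.1 units apart on PC2 but 80.5 on PC1. Their scores on PC4 were further apart, at -102 and -27.0 in Lv-piPSC-F against 94.1 and 101 in Epi-piPSC-FL6i. On PC1 the mean of Lv-piPSC-F, -73.6, lay nearer to the -117 of pESCLC-primary than to the 13.5 of Epi-piPSC-FL6i. The 2 Lv-piPSC-F samples had an r of 0.910 with each other, below the 0.986 of the Epi-piPSC-FL6i duplicates. The difference in r between the Lv-piPSC-F samples was thus as large as some differences between groups, although each sample gave Epi-piPSC-FL6i the highest value. The codes in the labels of the Lv-piPSC-F samples differ, so a difference between sublines may be part of this. The Epi-piPSC-FL6i samples themselves had a mean r of 0.874 with Epi-piPSC-FLB2i, against 0.865 with Lv-piPSC-F. Between Epi-piPSC-FL6i and Lv-piPSC-F, 806 of 13988 genes were DEGs, against 1460 of 14444 between Epi-piPSC-FLB2i and Lv-piPSC-F, 1634 of 14239 between Lv-piPSC-F and pESCLC-F and 1218 of 14375 between Lv-piPSC-F and pESCLC-primary.

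**Figure D2:**
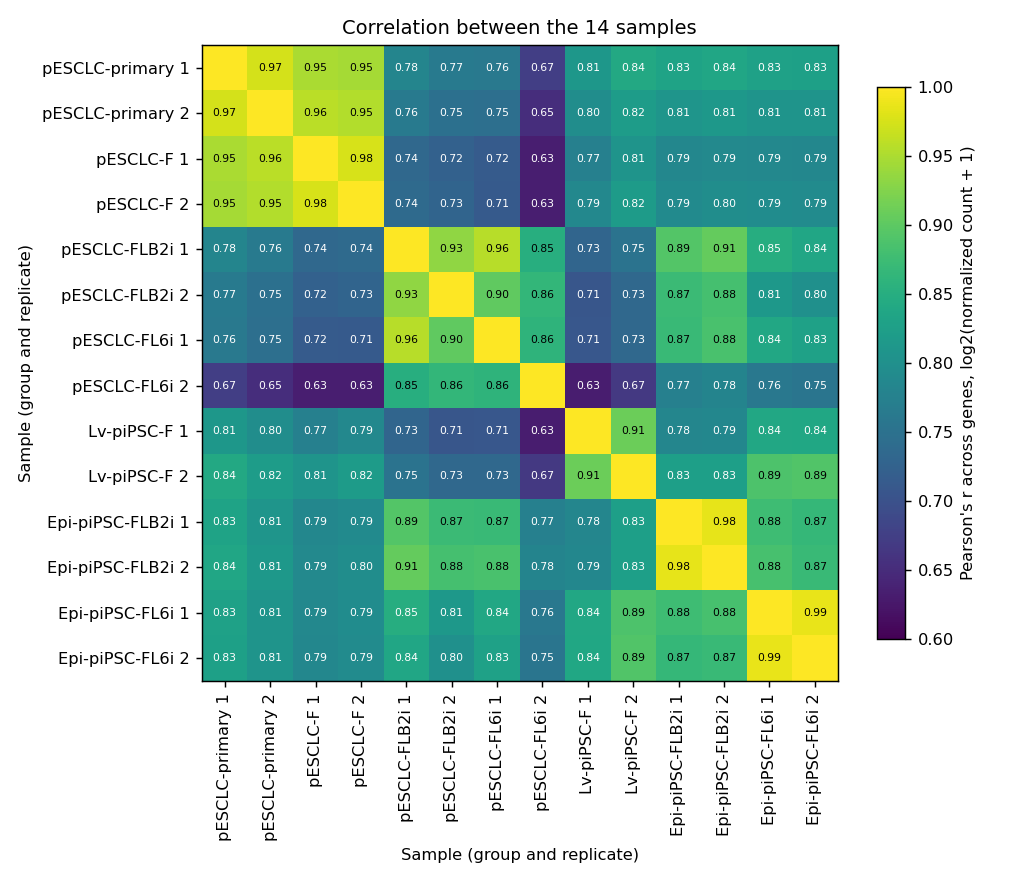
Pearson's r between each pair of the 14 samples, across 16028 genes on log2(normalized count + 1). Both axes list the samples by group and replicate, and colour runs from dark at low r to yellow at an r of 1. In the lines of Lv-piPSC-F, the highest values outside its own duplicate are those with Epi-piPSC-FL6i (0.839 to 0.892).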

Although the Lv-piPSC was grown in F, it showed a close relationship with Epi-piPSC cultured under FL6i conditions.

**Fig. 7:**
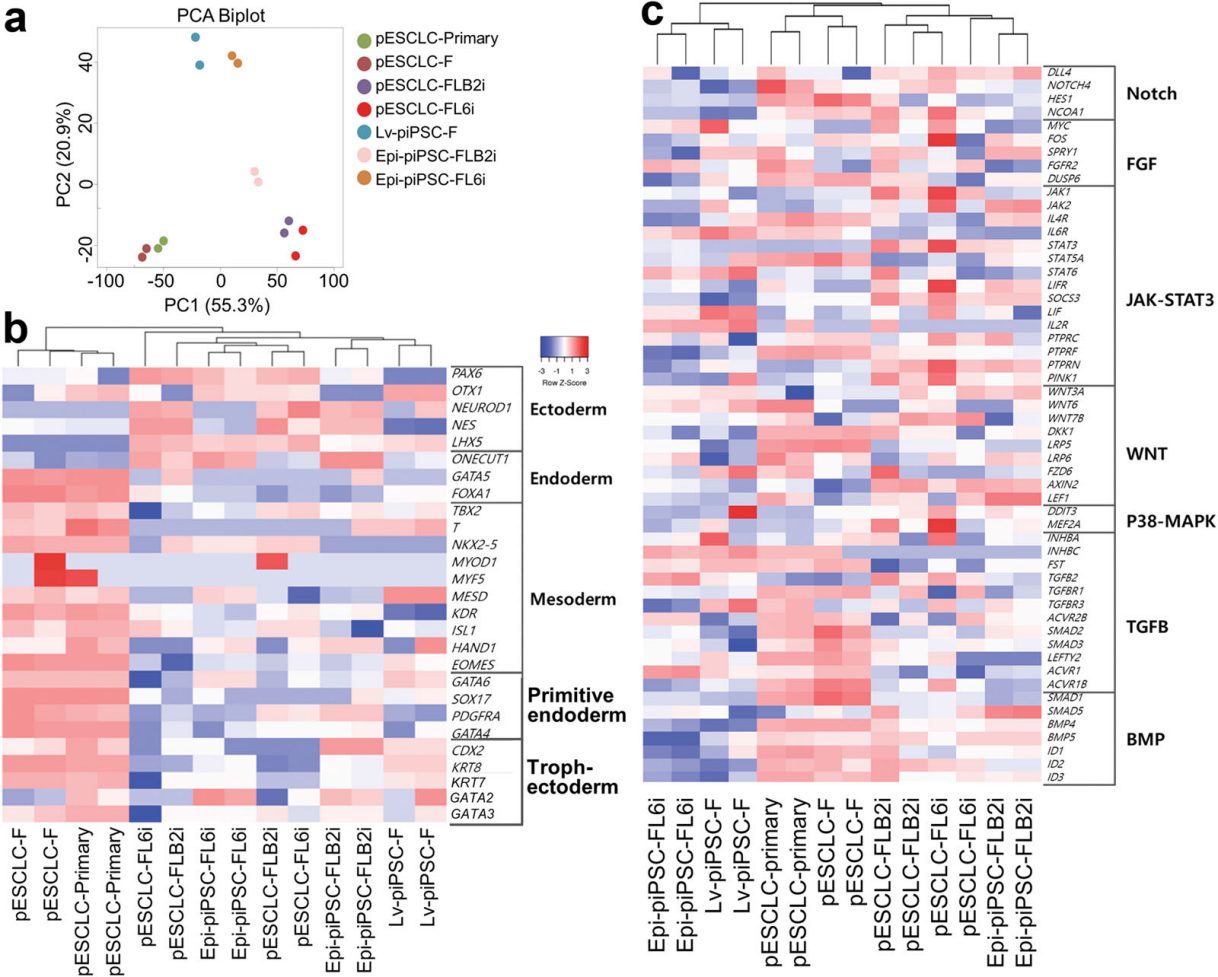
Comparative gene expression analysis of three piPSC (Lv-piPSC, Epi-piPSC-FLB2i and Epi-piPSC-FL6i) and three pESCLC (pESCLC-F, pESCLC-FLB2i, pESCLC-FL6i) lines and primary blastocyst outgrowth (pESCLC-primary). **a** PCA based on RNAseq data from the seven cell samples in duplicate. **b** Heatmap of 27 genes linked to early embryonic differentiation to ectoderm, mesoderm, endoderm, primitive endoderm and trophectoderm from duplicated seven cell samples. **c** Heatmap of 54 genes of seven major signaling pathways (Notch, FGF, JAK-STAT3, WNT, p38 (MAPK14), TGFB and BMP) associated genes in each cell types

We also compared the cell lines by hierarchical clustering of differentially expressed genes (DEGs; fold change ≥ 3, adjusted *p* ≤ 0.05) (Supplementary Fig. 2 and Supplementary Table 5). 

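The smallest absolute log2 fold changes in the parts of the paper's Supplementary Table 5 that were read were 3.01 for pESCLC-F, 3.01 for pESCLC-FLB2i and 3.00 for pESCLC-FL6i, so a threshold of 3 was taken on the log2 scale. With a fold change of 3 in its place, a log2 value of 1.58, the DEGs against pESCLC-primary numbered 284 for pESCLC-F, 2869 for pESCLC-FLB2i and 2064 for pESCLC-FL6i. The genes that were a DEG at the log2 threshold in at least 1 of the 3 comparisons numbered 2187, and their values in all 14 samples were clustered.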

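Clustering of the 14 samples over the 2187 DEGs (average linkage, 1 minus Pearson's r) divided first into the 6 samples grown in F, from pESCLC-primary, pESCLC-F and Lv-piPSC-F, and the 8 samples grown in FLB2i or FL6i. At 4 clusters, pESCLC-primary was together with pESCLC-F, pESCLC-FLB2i with pESCLC-FL6i, and Epi-piPSC-FLB2i with Epi-piPSC-FL6i, and Lv-piPSC-F stood alone. The mean silhouette width, which is 1 where samples lie close to their own class and far from the others, was 0.345 with the samples classed by the 3 media and -0.0032 with the samples classed as pESCLC, Lv-piPSC or Epi-piPSC. In an exact permutation test that moved whole groups between classes, one-sided, 6 of the 105 distinct arrangements gave a width as high as that for medium (p = 0.0571), and 65 of 105 as high as that for origin (p = 0.619), where the smallest p possible was 0.00952 for both. Neither grouping passed 0.05, with Benjamini-Hochberg adjusted values of 0.114 and 0.619 over the pair. The width for origin was above 0 in some settings, at 0.0589 with Euclidean distance and 0.0044 with a pseudocount of 5. Its sign also depended on the samples. It was above 0 with any single pESCLC sample left out (0.0228 to 0.0405) and below 0 with any single piPSC sample left out (-0.130 to -0.0296). Most of these genes were chosen for differences of pESCLC-FLB2i or pESCLC-FL6i from pESCLC-primary, which was grown in F, and this bears on how they class the samples. The F class also pools the medium with fetal bovine serum, in which blastocysts were seeded, with the serum-replacement medium of Lv-piPSC-F.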

Here the culture conditions appeared to provide the greatest discrimination between groupings. Only 242 DEGs out of 17,650 genes analyzed distinguished the pESCLC-primary and pESCLC-F. Far larger numbers of DEGs separated pESC-primary from both pESC-FLB2i (1,945 DEGs from 18,085) and pESCLC-primary vs pESCLC-FL6i (2,058 DEGs from 18,110), which is consistent with the PCA analysis (Fig. 7a).

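Between pESCLC-F and pESCLC-primary, 160 DEGs were called among 13977 genes tested (1.14%), 24 higher and 136 lower in pESCLC-F. There were 1681 DEGs among 14682 genes (11.4%) for pESCLC-FLB2i, 878 higher and 803 lower, and 1509 among 14820 genes (10.2%) for pESCLC-FL6i, 906 higher and 603 lower. In all of these DEGs both samples of the line lay on the same side of both pESCLC-primary samples. An adjusted p of at most 0.05 alone, at any fold change, was reached by 446 genes for pESCLC-F, 4186 for pESCLC-FLB2i and 2268 for pESCLC-FL6i (limma with Benjamini-Hochberg adjustment). The median standard error of the log2 fold change was 0.216, 0.321 and 0.458 in that order, so the pESCLC-FL6i comparison had the widest spread between duplicates. Leaving out 1 sample leaves no test, but the genes past a log2 fold change of 3 could be counted. In the 4 fits per comparison that each left out a sample, they ranged from 253 to 347 for pESCLC-F, from 1785 to 2019 for pESCLC-FLB2i and from 1995 to 2588 for pESCLC-FL6i, so the gap between pESCLC-F and the other lines was larger than the effect of any single sample. The count for pESCLC-F moved most with DESeq2 on the recovered reads of genes with a total above 1 and a fold change of at least 3, to 511, a setting chosen after seeing the data.
Of the DEGs of pESCLC-FLB2i, 1100 were also DEGs of pESCLC-FL6i, and all 1100 changed in the same direction. Both comparisons use the same pESCLC-primary samples, which by itself can give shared DEGs of the same direction. How much of the overlap comes from this was not tested. Of the 160 DEGs of pESCLC-F, 54 were shared with pESCLC-FLB2i and 40 with pESCLC-FL6i, and of those 24 and 17 changed in the same direction. The paper's Supplementary Table 5 lists 242 genes for pESCLC-F, of which 157 were among the 160 DEGs, 13 were below the filter on low values, 65 had an adjusted p above 0.05 and 7 a log2 fold change under 3. Of the 1998 genes that could be read from its list for pESCLC-FL6i, 1446 were DEGs here, and all 373 that could be read for pESCLC-FLB2i were. Those 373 are a part of the 1945 that the paper reports, so they do not show how the full lists match. DESeq2 over the genes with a total above 1, which called 1945 genes for pESCLC-FLB2i, shared 1643 with the 1681 DEGs.
The files give no symbols for the genes with the largest changes. In pESCLC-FL6i, ENSSSCG00000016979 had 1939 and 11980 normalized counts, against 0 and 1.09 in pESCLC-primary. Its log2 fold change was 11.70 (standard error 1.06, adjusted p = 0.0121 from limma), and it was at least 591-fold higher, counted from a floor of 3 reads. ENSSSCG00000040401 had a log2 fold change of 11.04 (standard error 0.84, adjusted p = 0.01 from limma) and was at least 485-fold higher. The largest fall was that of ENSSSCG00000007718, from 4352 and 6356 normalized counts in pESCLC-primary to 0 and 0 reads in pESCLC-FL6i, a log2 fold change of -12.36 (standard error 0.50, adjusted p = 0.00954 from limma), at least 554-fold lower. ENSSSCG00000006256 had a log2 fold change of -11.64 (standard error 0.57, adjusted p = 0.00954 from limma) and was at least 565-fold lower. The folds are bounds set by the depth. Whether these genes share reads with near-identical copies was not checked.
The paper sets the few DEGs of pESCLC-F against the many of pESCLC-FLB2i and pESCLC-FL6i beside the separation of F from FL6i and FLB2i in its PCA, and proposes that the groupings followed the culture conditions most.

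**Figure D3:**
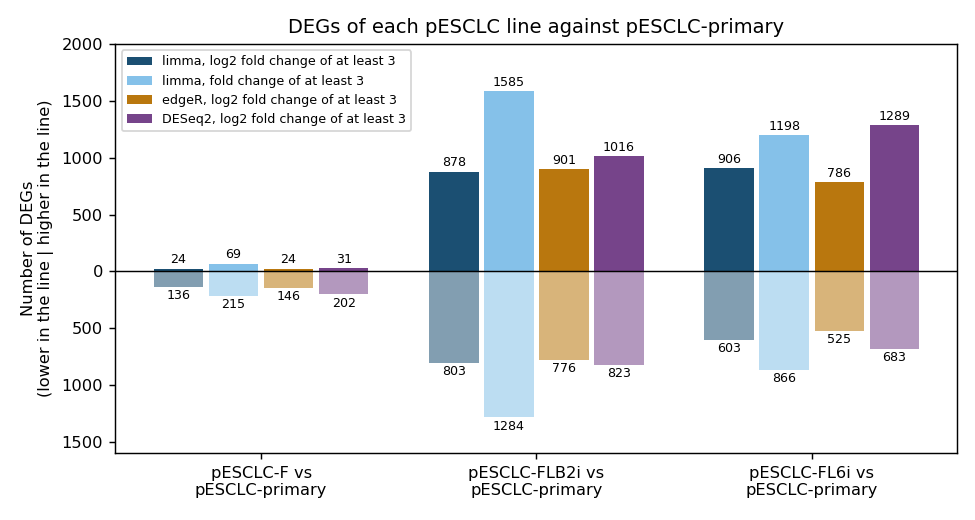
DEGs of pESCLC-F, pESCLC-FLB2i and pESCLC-FL6i against pESCLC-primary, on the y axis as numbers of genes, with those higher in the line drawn up from 0 and those lower in it drawn down. Each comparison has 4 bars, for limma at a log2 fold change of at least 3, limma at a fold change of at least 3, and edgeR and DESeq2 on the recovered reads at a log2 fold change of at least 3. In all 4, pESCLC-F has the fewest DEGs.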

Gene Ontology (GO) enrichment analysis was used to gain insights into the degree to which the different cell lines showed signs of differentiation. (Supplementary Fig. 3). The top 10 categories in the overall GO list for all cell lines included developmental process, ectoderm development, cell differentiation, mesoderm development, and cell signaling pathways. Based on this outcome, we analyzed the relative expressions of 27 genes linked to early embryonic differentiation^50,51^ (Fig. 7b). The pESCLC-primary and pESCLC-F group were again widely separated from the others, largely due to the high expression of genes of all the principal early embryonic lineages with the exception of ectoderm. The cell line that showed the lowest expression of differentiation markers was the Epi-piPSC-FL6i. In fact, differentiation markers for mesoderm and endoderm were relatively low in all FLB2i and FL6i cultures and in the Lv-piPSC-F, although there appeared to be some up-regulation of ectoderm markers.

We next focused on DEGs linked to seven major signaling pathways (Fig. 7c)^51,52^. Genes associated with TGFB and BMP signaling were upregulated in pESCLC-primary and pESCLC-F group, whereas low Notch and BMP signaling distinguished the Lv-piPSC and the Epi-piPSC grown on FL6i medium from the rest (Fig. 7c).

## Discussion

Here we have demonstrated that primed type Lv-piPSC transition to naïve-like pluripotency under the FL6i conditions. One major change made in FL6i relative to the original NHSM^27^ is the replacement of TGFB1 with a TGFB inhibitor, SB431542. TGFB1 activates ERK/MAPK signaling by SHC1 (SHC-transforming protein 1) phosphorylation as well as via SMAD2/3 signaling, both of which are crucial for the maintenance of pluripotency in epiblast-type human PSC^53,54^. In contrast, TGFB1 is dispensable for the maintenance of naïve state mouse ESC^55^, although inhibition of TGFB signaling improves iPSC reprogramming efficiency^56^ and helps prevent rat PSC from spontaneously differentiating^57,58^. The role of TGFB signaling in maintaining porcine pluripotency is less clear. TGFB/ACTIVIN/NODAL signaling is required for self-renewal of primed-type piPSC^59^ and putative porcine epiblast stem cells^6^. On the other hand, the TGFB/ACTIVIN inhibitor, SB431542, used in our experiments has been employed in a number of other protocols for generating piPSC^10,60,61^. Interestingly, all the piPSC generated in presence of SB431542 had morphologies similar to naïve state mouse ESC, whereas piPSC and pESCLC dependent on TGFB were in the primed state. Thus, like human and mouse, primed state pluripotency in porcine cells is probably dependent on the activation of SMAD2^62,63^, while naïve state pluripotency requires inhibition of TGFB signaling^64^.

In contrast to TGFB1, BMP4 signaling favors SMAD1/5/8 signaling, which, in turn, causes the activation of inhibitors of DNA binding proteins (IDs). In mouse naïve-type ESC, for example, BMP4 suppresses differentiation and, in combination with LIF, sustains self-renewal^65^. BMP4 inhibition also assists the stabilization of human ESCs in what is sometimes considered to be a ground state, i.e. naïve-type^26^. The NHSM also contains BMP inhibitor as an optional component to boost human naïve pluripotency^27^. FL6i, described in this paper, contains both inhibitors of TGFB1 and BMP. Under such conditions the Lv-piPSC demonstrated more compact, dome-shaped colony morphology, a shortened cell doubling time, increased AP activity, and tolerance to single cell passage, which are hallmarks of mouse, naïve state, PSC. FL6i also enhanced the expression of endogenous pluripotent genes, including *NANOG*, *POU5F1*, *SOX2*, *MYC*, and *ZFP42*, although the expression of the ectopic reprogramming genes remained high (Fig. 2d). We inferred that FL6i promoted porcine pluripotency and might, therefore, support the derivation of piPSC without accompanying transgene integration.

Accordingly, we then attempted to generate piPSC from porcine embryonic fibroblasts in FL6i medium as well as in two other culture conditions via non-integrating episomal vectors^35^. The control medium containing FGF2 and LIF but no small molecule additions, did yield primary colonies (Epi-piPSC-F), although it proved impossible to derive stable cell lines from these starter colonies over extended culture (Figs. 3a–c) With both FL6i and FLB2i conditions, colonies with a naïve-type phenotypes were readily generated and propagated successfully over several weeks without either apparent loss of self-renewal or signs of differentiation (Fig. 3). However, none of the cell lines established were transgene-free at this stage (Fig. 4), although endogenous pluripotency genes were upregulated (Fig. 4) and expression of early differentiation genes low (Fig. 7b). FL6i culture conditions, in particular, provided piPSC superior to those cultured under FLB2i conditions with upregulation of the 19-gene cohort of pluripotency markers (Fig. 6f) and their ability to generate well differentiated tumors largely lacking expression of POU5F1 (Figs. 5b, c). A recent study employed the same episomal plasmid approach as ours with 2i plus FGF2 condition^14^. Like ours, the generated piPSC showed presence of vector DNA, but integration-free piPSC could be selected from the low passage cells by further subcloning. We conclude that the piPSC generated under FL6i conditions have considerable promise.

Reprogramming via ectopic transcription factors, as illustrated here with episomal plasmids has been categorized into two phases^66^. First, a stochastic phase in which expression of transgenes triggers random epigenetic events that cause global changes of the somatic epigenome into an ESC-like status^67^. Possibly, reprogramming in the basal FL medium initiated these events but did not allow progression to the second, deterministic phase, in which the presence of inhibitors, is believed to enhance the expression of endogenous pluripotency genes needed to sustain a stable pluripotency state^66–68^.

In the third part of this study, we attempted to generate pESC under different culture conditions. Efforts to obtain pESC directly from blastocysts under FLB2i and FL6i conditions failed. By contrast, basal FGF2 medium allowed initial attachment and colony formation, while subsequent culture under FLB2i and FL6i conditions permitted cell lines indistinguishable in appearance to naïve type piPSC to be isolated. Although the initial blastocyst outgrowths demonstrated relatively robust expression of genes associated with the pluripotent state (Fig. 6f) they also had higher level expression of early differentiation markers representing mesoderm, endoderm, primitive endoderm and extraembryonic lineages (Fig. 7b). Although these differentiation markers were downregulated in pESCLC under FLB2i and FL6i conditions, there remained a higher level of ectoderm markers (Fig. 7b) and relatively weak expression of the cohort of pluripotency genes (Fig. 6f). We conclude that these cell lines are still less than ideal as bona fide ESC.

Stable bovine ESC lines were recently derived from preimplantation blastocysts by employing supplementary FGF2 and a WNT signaling pathway inhibitor^69^. A possible explanation for why FGF and WNT signaling inhibition in combination capture bovine pluripotency is their ability to regulate the balance of lineage specification between mesoendoderm and ectoderm^70–72^. It appears that this equilibrium is more difficult to achieve in pESC. While FLB2i and FL6i conditions appear capable of blocking differentiation towards mesoendoderm, the cells seemed more prone to differentiate into ectoderm (Fig. 7b). Additionally, it is apparent that TGFB and BMP signaling must also be blocked in order to advance towards a pluripotent state in pESC. For example, there was a significant downregulation of the gene markers representing these two pathways in our Epi-piPSC-FL6i and Lv-piPSC but an upregulation under other FGF2 conditions (Fig. 7c). These observations may lead to optimized culture conditions that allow derivation of stable pESC in the near future.

In conclusion, we report culture conditions of FL6i that support enhanced naïve-state pluripotency in Epi-piPSC. In particular, blocking the TGFB and BMP signaling pathways was an essential issue in reaching this goal. Although the final goal of generating transgene-free piPSC and authentic pESC by using the FL6i medium has not been achieved, the cell lines created point the way to establishing protocols that will finally allow stable, fully pluripotent porcine ESC and iPSC to be generated for potential biomedical and agricultural purposes.

### Deposition of transcriptome data

The datasets analyzed during the current study are available in the Gene Expression Omnibus (GEO) repository, GSE126150.

## Supplementary information

Supplementary Fig 1

Supplementary Fig 2

Supplementary Fig 3

Supplementary Table 5

Supplemental Material File #1

Supplemental Material File #2

# Supplementary material for: A six-inhibitor culture medium for improving naïve-type pluripotency of porcine pluripotent stem cells
**Source:** Cell Death Discov. 2019 Jun 17;5:104. doi: 10.1038/s41420-019-0184-4
**Supplement:** Supplementary file 5 — Supplemental Material File #1

**Supplementary Figure Legends**

**Title Page**

**A six-inhibitor culture medium for improving naïve-type pluripotency of porcine pluripotent stem cells**

Running title

*Improved conditions for porcine pluripotency*

Ye Yuan^1, 2, 3^*, Jinkyu Park^1,^ ^2, 4^*, Yuchen Tian^1^, Jungmin Choi^5^, Rolando Pasquariello^3, 6^, Andrei P. Alexenko^1, 2^, Aihua Dai^1^, Susanta K. Behura^2^, R. Michael Roberts^1, 2^, Toshihiko Ezashi^1, 2^

^1^Bond Life Sciences Center, University of Missouri, Columbia, MO 65211 ^2^Division of Animal Sciences, University of Missouri, Columbia, MO 65211 ^3^Colorado Center for Reproductive Medicine, Lone Tree, CO 80124 ^4^Department of Internal Medicine, Yale School of Medicine, New Haven, CT 06510 ^5^Laboratory of Human Genetics and Genomics, The Rockefeller University, New York, NY 10065 ^6^Department of Agricultural and Environmental Sciences - Production, Landscape, Agroenergy, University of Milan, Milano 20133, Italy.

*Authors contributed equally to the work.

**Supplementary Fig 1.** Live cell images of pESCLC at initial stages (**a**-**c**) and later stage in the respective conditions (**d**-**f**). Primary colonies were derived in F (**a**), FLB2i (**b**), and FL6i (**c**) conditions. Primary colonies under F condition were switched to FL6i conditions (**d**). The proliferative cells were maintained in FL6i condition continuously for 82 days (**f**) or transferred into FLB2i condition for 74 days (**e**). Bars, 500 µm (a, b, d-f) or 200 µm (c).

**Supplementary Fig 2.** Hierarchical clustering of gene expression profiles of three piPSC (Lv-piPSC, Epi-piPSC-FLB2i and Epi-piPSC-FL6i) and three pESCLC (pESCLC-F, pESCLC-FLB2i, pESCLC-FL6i) lines and primary blastocyst outgrowth (pESCLC-primary) samples in duplicate.

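Clustered over all 16028 genes that passed the filter on low values, in place of the DEGs, the 14 samples divided first into pESCLC-primary, pESCLC-F, Lv-piPSC-F and Epi-piPSC-FL6i on one side and pESCLC-FLB2i, pESCLC-FL6i and Epi-piPSC-FLB2i on the other, so Epi-piPSC-FL6i changed sides. At 3 clusters, Lv-piPSC-F and Epi-piPSC-FL6i formed a cluster of their own. At 4, the duplicates of every group but pESCLC-FL6i were together, and the second pESCLC-FL6i sample, at passage 9, was parted from the rest. The r between duplicates was 0.974 in pESCLC-primary, 0.975 in pESCLC-F, 0.934 in pESCLC-FLB2i, 0.860 in pESCLC-FL6i and 0.985 in Epi-piPSC-FLB2i. Over all genes the mean silhouette width was 0.272 by medium (10 of 105 arrangements as high, exact permutation p = 0.0952) and 0.142 by origin (25 of 105, exact permutation p = 0.238). Clustering over all genes was chosen after seeing the data.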

**Supplementary Fig 3.** Top 10 categories enriched in the Gene Ontology (GO) analysis of differentially expressed genes (DEG) among three pESCLC (pESCLC-F, pESCLC-FLB2i, pESCLC-FL6i) lines and primary blastocyst outgrowth (pESCLC-primary) samples. (**a**) Top 10 enriched GO categories by comparing pESCLC-Primary and pESCLC-F. (**b**) Top 10 enriched GO categories by comparing pESCLC-Primary vs pESCLC-FLB2i. (**c**) Top 10 enriched GO categories by comparing pESCLC-Primary vs pESCLC-FL6i.

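A GO enrichment compares how often a category occurs among the DEGs of a comparison with how often it occurs among a background of genes, and lists the categories with the strongest excess. Its outcome therefore depends on the number of DEGs, which is much smaller for pESCLC-F than for the other lines and on the background. The paper ran it in PANTHER on its lists of DEGs. It was not repeated here.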

**Supplementary Table 1**. (**a**) Medium composition of testing six conditions (1 to 6 in top row) to identify component that causes the differentiation of piPSC in NHSM. The ‘o’ indicates the component listed in the left column is included and ‘X’ indicates the component is omitted in each condition. (**b**) Definition of the acronyms and the composition of the media used in this study. (**c**) Definition of the cell line acronyms presented in this study.

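Of the media in part b of the table, 3 were used for the samples with RNAseq data. F is a primed-type medium supplemented with FGF2. The paper's methods describe it with serum replacement, while blastocysts were seeded in a medium with fetal bovine serum that the results also term F. FLB2i adds LIF, FGF2 and the protein BMP4 to the NHSM base, with an inhibitor of GSK3 (CHIR99021) and one of TGFB signaling (A83-01). FL6i has FGF2 and LIF too, but in place of BMP4 it has the BMP inhibitor LDN193189. Like FLB2i it blocks GSK3 and TGFB signaling, for which the paper's text names SB431542, and it further blocks p38 (BIRB796), JNK (SP600125) and MEK (PD0325901). FLB2i and FL6i thus share LIF, FGF2 and inhibition of GSK3 and of TGFB signaling, the latter with different compounds named. They differ in that FLB2i supplies BMP4 where FL6i blocks BMP signaling, and in the p38, JNK and MEK inhibitors, which FL6i adds. By the paper's methods, FLB2i also has a lower concentration of LIF and a higher one of the TGFB inhibitor than FL6i. A comparison of F with FLB2i or FL6i, or of FLB2i with FL6i, changes several components together.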

**Supplementary Table 2.** Efficiency of the outgrowths derived from porcine embryos. **a**: number of outgrowths, **b**: number of embryos used, **c**: efficiency of the outgrowths

**Supplementary Table 3.** Summary of teratoma studies by the cell types examined. The studies of human iPSC (Epi-hiPSC) and lentiviral piPSC (Lv-piPSC-F) are also described elsewhere as shown the references. Two and three sublines of Epi-piPSC-FLB2i and Epi-piPSC-FL6i, respectively were transplanted to immunodeficient mice (n; mice number) and solid tumors were collected after the days indicated.

**Supplementary Table 4.** Primer sequence information used in RT-PCR and qPCR experiments.

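The table lists 23 primer pairs, 16 for pig genes, 4 for human genes and 3 for the episomal plasmids. They were placed on the RefSeq annotation of Sscrofa11.1, by exact match on the genome and with up to 2 mismatches per primer on the annotated transcripts. Of the 32 primers for pig genes, 20 had an exact match on the genome, and a primer that crosses a splice junction has none there. The pMYC pair spans 443 bp of one exon of MYC on chromosome 4, from 12455714 to 12456156. The pKLF4 pair spans 154 bp of an exon of KLF4 on chromosome 1, from 248606997 to 248607150, and its forward primer also matches an exon of LOC100511145 on chromosome 9. The pDPPA3 pair spans 281 bp of an exon of DPPA3 on chromosome 5, from 62861739 to 62862019, and the pSOX17 pair 167 bp of an exon of SOX17 on chromosome 4, from 76855152 to 76855318. The pZFP42 pair gives 201 bp in 1 exon of ZFP42 on chromosome 17, with 1 mismatch in the reverse primer. A product that lies within one exon, as these do, has the same length from genomic DNA as from cDNA.
The pPOU5F1 pair gives a product of 197 bp over 3 exons of POU5F1, which lies on chromosome 7 from 23564654 to 23570691. The pSOX2 pair gives 165 bp within 1 exon of SOX2, on chromosome 13 from 119668476 to 119669435, with 1 mismatch in the reverse primer. The pNANOG pair matches exactly in 2 places. In NANOG on chromosome 5 the primers lie 6029 bp apart on the genome, from 62932615 to 62938643, and give 483 bp over 4 exons. On chromosome 1 they span the same 483 bp without an intron, from 169064367 to 169064849, in a second gene annotated as NANOG that lies within THSD4. The pACTC1 pair gives 201 bp over 2 exons of ACTC1 on chromosome 1, and its forward primer also matches exons of ACTB on chromosome 3 and ACTG1 on chromosome 12. The pNESTIN pair found no product on NES, and its reverse primer matched an exon of NCSTN on chromosome 4, from 90121896 to 90121919. For pCRABP2 the reverse primer matched chromosome 4 from 93393846 to 93393865, across the annotated end of CRABP2 at 93393861, and no product lay on its transcript.
Of the 14 primers of the human and plasmid pairs, 3 matched the pig genome exactly. They were the reverse primer for human GAPDH, in an exon of pig GAPDH, and the forward primer shared by the human and the plasmid SOX2 pairs, in the exon of SOX2 on chromosome 13 from 119669356 to 119669379. The human SOX2 pair and the plasmid pairs gave no product on the annotated pig transcripts of their genes. The human POU5F1 pair gave one of 143 bp on 1 of the 2 pig POU5F1 transcripts, with 1 mismatch in each primer. The human GAPDH pair gave products of 452 to 706 bp on all 3 pig GAPDH transcripts, with 1 mismatch in the forward and 0 in the reverse primer.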

# Supplementary material for: A six-inhibitor culture medium for improving naïve-type pluripotency of porcine pluripotent stem cells
**Source:** Cell Death Discov. 2019 Jun 17;5:104. doi: 10.1038/s41420-019-0184-4
**Supplement:** Supplementary file 6 — Supplemental Material File #2

**Supplementary Tables**

**Title Page**

**A six-inhibitor culture medium for improving naïve-type pluripotency of porcine pluripotent stem cells**

Running title

*Improved conditions for porcine pluripotency*

Ye Yuan^1, 2, 3^*, Jinkyu Park^1,^ ^2, 4^*, Yuchen Tian^1^, Jungmin Choi^5^, Rolando Pasquariello^3, 6^, Andrei P. Alexenko^1, 2^, Aihua Dai^1^, Susanta K. Behura^2^, R. Michael Roberts^1, 2^, Toshihiko Ezashi^1, 2^

^1^Bond Life Sciences Center, University of Missouri, Columbia, MO 65211 ^2^Division of Animal Sciences, University of Missouri, Columbia, MO 65211 ^3^Colorado Center for Reproductive Medicine, Lone Tree, CO 80124 ^4^Department of Internal Medicine, Yale School of Medicine, New Haven, CT 06510 ^5^Laboratory of Human Genetics and Genomics, The Rockefeller University, New York, NY 10065 ^6^Department of Agricultural and Environmental Sciences - Production, Landscape, Agroenergy, University of Milan, Milano 20133, Italy.

*Authors contributed equally to the work.

**a**

| **Testing conditions** | **1. Base** | **2. 2i (-)** | **3. TGFB1 (-)** | **4. p38i (-)** | **5 JNKi (-)** | **6 BMPi**  **(-)** |
| --- | --- | --- | --- | --- | --- | --- |
| IGF1 | o | o | o | o | o | o |
| ROCKi | o | o | o | o | o | o |
| FGF2 | o | o | o | o | o | o |
| LIF | o | o | o | o | o | o |
| GSK3i | X | X | o | o | o | o |
| MAP2K1i | X | X | o | o | o | o |
| TGFB1 | X | o | X | o | o | o |
| p38i | X | o | o | X | o | o |
| JNKi | X | o | o | o | X | o |
| BMPi | X | o | o | o | o | X |

**b**

| **Medium Abbreviation** | **Description** |
| --- | --- |
| **NHSM** | naïve human stem cell medium [^27^](#_ENREF_27) |
| **F** | primed ESC medium supplemented with FGF2 [^7^](#_ENREF_7)^,^[^34^](#_ENREF_34) |
| **FLB2i** | a condition to generate transgene-free intermediate pluripotent state piPSC consisting of LIF, FGF2, BMP4, GSK3A inhibitor (GSK3i, CHIR99021), TGFB1 inhibitor (TGFBi, A83-01) [^19^](#_ENREF_19) in NHSM based medium. |
| **FL6i** | a modified NHSM medium consisting of FGF2, LIF, MAPK14 inhibitor (p38i, BIRB796), MAPK8 inhibitor (JNKi, SP600125), TGFB1 inhibitor, GSK3A inhibitor, MAP2K1 inhibitor (MEKi PD0325901), BMP inhibitor (BMPi, LDN193189). |

| **Medium**  **Reprogram Method/ Cell Source** | **F** | **FLB2i** | **FL6i** |
| --- | --- | --- | --- |
| **Lentiviral Vector** | Lv-piPSC-F |  | Lv-piPSC-FL6i |
| **Episomal Plasmid** | Epi-piPSC-F | Epi-piPSC-FLB2i | Epi-piPSC-FL6i |
| **Blastocyst** | pESCLC-primary / pESCLC-F | pESCLC-FLB2i | pESCLC-FL6i |

**c**

**Supplementary Table 1**. (**a**) Medium composition of testing six conditions (1 to 6 in top row) to identify component that causes the differentiation of piPSC in NHSM. The ‘o’ indicates the component listed in the left column is included and ‘X’ indicates the component is omitted in each condition. (**b**) Definition of the acronyms and the composition of the media used in this study. (**c**) Definition of the cell line acronyms presented in this study.

| **Seeding methods** | | **Embryos** | |
| --- | --- | --- | --- |
|  |  | **Non-hatched embryos**  **a/b (%)^c^** | **Hatched embryos**  **a/b (%)^c^** |
| **Whole**  **embryos** | **F** | 2/86 (2.3%) | 9/35 (25.7%) |
|  | **FL6i** | 1/113 (0.9%) | 6/59 (10.2%) |
| **Immunosurgery** | **F** | 3/129 (2.3%) | 10/63 (15.9%) |
|  | **FL6i** | 0/117 (0%) | 1/29 (3.4%) |

**Supplementary Table 2.** Efficiency of the outgrowths derived from porcine embryos. **a**: number of outgrowths, **b**: number of embryos used, **c**: efficiency of the outgrowths

| **Cell type** | **references or origin** | **transplanted cell lines** | **days of teratoma collections** |
| --- | --- | --- | --- |
| Epi-hiPSC | [^71^](#_ENREF_71)^,^[^72^](#_ENREF_72) | human iPSC, MRuc8i | 46 (n = 2) |
| Epi-piPSC-FLB2i | this study | porcine iPSC, B5 | 38 (n = 2) |
| Epi-piPSC-FLB2i | this study | porcine iPSC, B7 | 40 (n =2) |
| Epi-piPSC-FL6i | this study | porcine iPSC, C10 | 62 (n = 1) |
| Epi-piPSC-FL6i | this study | porcine iPSC, C12 | 62 (n = 1) |
| Epi-piPSC-FL6i | this study | porcine iPSC, C13 | 62 ( n = 1) |
| Lv-piPSC-F | [^34^](#_ENREF_34) | porcine iPSC, ID6 | 90 (n = 2) |
| Lv-piPSC-FL6i | [^34^](#_ENREF_34), this study | porcine iPSC, ID6-FL6i | 39 (n = 2) |

**Supplementary Table 3.** Summary of teratoma studies by the cell types examined. The studies of human iPSC (Epi-hiPSC) and lentiviral piPSC (Lv-piPSC-F) are also described elsewhere as shown the references. Two and three sublines of Epi-piPSC-FLB2i and Epi-piPSC-FL6i, respectively were transplanted to immunodeficient mice (n; mice number) and solid tumors were collected after the days indicated.

| **Gene** | **Primer Sequence** | **Reference** |
| --- | --- | --- |
| *hGAPDH* | ACCACAGTCCATGCCATCAC | [1] |
|  | TCCACCACCCTGTTGCTGTA |  |
| *hPOU5F1* | CCCCAGGGCCCCATTTTGGTACC | [1] |
|  | ACCTCAGTTTGAATGCATGGGAGAGC |  |
| *hSOX2* | TTCACATGTCCCAGCACTACCAGA | [1] |
|  | TCACATGTGTGAGAGGGGCAGTGTGC |  |
| *hKLF4* | ACCCATCCTTCCTGCCCGATCAGA | [1] |
|  | TTGGTAATGGAGCGGCGGGACTTG |  |
| *plasmid-POU5F1* | CATTCAAACTGAGGTAAGGG | [1] |
|  | TAGCGTAAAAGGAGCAACATAG |  |
| *plasmid-SOX2* | TTCACATGTCCCAGCACTACCAGA | [1] |
|  | TTTGTTTGACAGGAGCGACAAT |  |
| *plasmid-LIN28* | AGCCATATGGTAGCCTCATGTCCGC | [1] |
|  | TAGCGTAAAAGGAGCAACATAG |  |
| *pGAPDH* | CTCAACGGGAAGCTCACTGG | [2] |
|  | CATTGTCGTACGAGGAAATGAGC |  |
| *pPOU5F1* | GCTGACAACAACGAGAATCTGC | [2] |
|  | ACGCGGACCACATCCTTCTCTAG |  |
| *pSOX2* | AATGCGCACAGCGCGGCT | [2] |
|  | GCCCATGGA ACCGAGCGT |  |
| *pNANOG* | CCGAAGCATCCATTTCCAGCG | [2] |
|  | GGTATTCTGTACTGGCTGAGCC |  |
| *pMYC* | GCCAAAAGGTCGGAATCGGGG | [2] |
|  | CGCAGCACGTCTTTTTCTGACAC |  |
| *pKLF4* | CCATGGGCCAAACTACCCAC | [2] |
|  | TGGGGTCAACACCATTCCGT |  |
| *pCRABP2* | CTGACCATGACGGCAGATGA | [2] |
|  | CCCCAGAAGTGACCGAAGTG |  |
| *pDESMIN* | CCTCAACTTCCGAGAAACAAGC | [2] |
|  | TCACTGACGACCTCCCCATC |  |
| *pNESTIN* | CAGCAAAGAACTGGAGTTCATCACTCT | [2] |
|  | AGGAAAAGCTGGGGTCCTCTTCAG |  |
| *pACTC1* | ATT TGC GGT GGA CGA TGG A | [3] |
|  | CAG GTA TTG CTG ATC GCA TGC A |  |
| *pDPPA3* | CTGAGTAGGTTGAGCCCACA | [3] |
|  | CCAAAAGAGGCAAAACCTGA |  |
| *pZFP42* | TTTCTGAGTACGTGCCAGGCAA | [3] |
|  | GAACGGAGAGACGCTTTCTCAGAG |  |
| *pSOX17* | CAG ACG TCG GGG TAG TTA CAG | [3] |
|  | CGC ACG GAG TTT GAA CAA TA |  |
| *pGATA6* | TTC TCG GGA TTA GCG CTC TC | [3] |
|  | CAG GAA ACG AAA ACC TAA GAG CAT |  |
| *pPAX6* | CAG CTT CAC CAT GGC AA ATA | [3] |
|  | GGG AAA TGA GTC CTG TGG AA |  |
| *pAFP* | ACT TCT TGC TCT TGG CCT TGG | [4] |
|  | CGC GTT TCT GGT TGC TTA CAC |  |

**Supplementary Table 4. Primer sequence information used in RT-PCR and qPCR experiments.**

**References of Supplementary Table 4**

1. Okita, K. *et al.* A more efficient method to generate integration-free human iPS cells. *Nat Methods* **8**, 409-412 (2011).

2. Ezashi, T. *et al.* Derivation of induced pluripotent stem cells from pig somatic cells. *Proceedings of the National Academy of Sciences of the United States of America* **106**, 10993-10998 (2009).

3. Rodríguez, A., Allegrucci, C. & Alberio, R. Modulation of pluripotency in the porcine embryo and iPS cells. *PloS one* **7**, e49079 (2012).

4. Park, J. K. *et al.* Primed pluripotent cell lines derived from various embryonic origins and somatic cells in pig. *PloS one* **8**, e52481 (2013).

How the deposited data were processed for this re-analysis (not part of the article)

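Polyadenylated RNA was sequenced from 14 samples, 2 in each of 7 groups (pESCLC-primary, pESCLC-F, pESCLC-FLB2i, pESCLC-FL6i, Lv-piPSC-F, Epi-piPSC-FLB2i and Epi-piPSC-FL6i). Groups, lines and passages were taken from the sample labels and media from Supplementary Table 1. The authors aligned paired-end reads from a stranded kit to Sscrofa11.1 with TopHat, counted them on genes with HTSeq at its default parameters, and normalized the counts with DESeq2. The signal values deposited by the authors are those normalized counts per gene, each a read count divided by one size factor per sample, set over all 14 samples; replicates were not pooled, and the release of the gene annotation is not named in the methods. HTSeq's default expects reads from one strand of a library, and the methods do not say more about the strand setting, which cannot be told from the totals. Antisense and overlapping genes are therefore uncertain, as are genes with near-identical copies, whose reads the default leaves out. The cells were grown on mouse feeder cells, and reads from these cells that align to the pig genome would be counted with the rest; this was not tested.

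The table has 19588 genes, all with a read in at least 1 sample. In every sample 100% of the values were whole multiples of the smallest value above 0, with a largest deviation of 1.8e-09 reads, which gave the whole reads back. DESeq2's size factors estimated again from these reads differed from the deposited ones by at most 4.2e-15 of their value. The samples had between 6193659 and 58878377 reads on genes. A floor of 3 reads was used for folds against groups in which neither sample had more than 3 reads, and such floors cover counting error only.

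The main test was limma, with a trend in the prior variance, on log2(normalized count + 1), between 2 groups of 2 samples, over the genes with at least 10 normalized counts in at least 2 of the 4 samples. A DEG had an absolute log2 fold change of at least 3 and a Benjamini-Hochberg adjusted p of at most 0.05, and signs are those of the line relative to pESCLC-primary. The test in the paper was DESeq2, which needs counts; since the deposited values are normalized, DESeq2 and edgeR were run as alternatives, on the recovered reads. DESeq2 called 233 DEGs for pESCLC-F, 1839 for pESCLC-FLB2i and 1972 for pESCLC-FL6i, and edgeR's quasi-likelihood test 170, 1677 and 1311. The effect of the medium was compared between pESCLC and Epi-piPSC by an interaction term in limma over the 8 samples in FLB2i and FL6i. PCA, correlations and distances used the 16028 genes with at least 10 normalized counts in at least 2 of the 14 samples. Samples were clustered with average linkage on 1 minus Pearson's r. Silhouette widths were tested by exact permutation of whole groups between classes, so that duplicates stayed together. The tools were R 4.3.3, limma 3.58.1, DESeq2 1.42.0 and edgeR 4.0.16.

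The tests were tried on simulated reads with 200 changed genes, drawn from the means and totals of the samples. With a dispersion of 0.02, limma, DESeq2 and edgeR each called all 200 genes in each of the 3 comparisons and none of the unchanged genes. With a dispersion of 0.2, limma called 190 to 193 of the 200 and 0 to 2 unchanged genes. The test of the difference between the 2 effects of medium found 200 of 200 changed genes, with 12 unchanged genes, at the lower dispersion. At the higher one it found 164 of 200, with 7 unchanged genes. These results are not divided by size of change or level of expression. They do not show how many changes near the log2 threshold, or in low genes, would be found. Each simulation had one dispersion, while the median standard error of FL6i against FLB2i was 0.515 in pESCLC and 0.172 in Epi-piPSC. Detection under such unlike spreads was not simulated.

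The mapping of the samples, the tests against pESCLC-primary, the rule for the genes to be named and most alternatives were fixed before the data were examined. The alternatives were pseudocounts of 0.1 and 5, all genes above 0, a minimum of 50 normalized counts, a fold change of 3 in place of a log2 fold change of 3, one fit on all 14 samples, the replicate number as a block, size factors estimated within each comparison, DESeq2, edgeR, and each sample left out in turn; for the PCA, the 500 genes with the highest variance and scaling to unit variance; and for distances, Euclidean distance and Spearman correlation. The pairing by replicate number comes from the numbers in the sample labels and was checked by the correlation of the deviations of same-numbered samples from their group means. The comparisons of FL6i with FLB2i, the interaction, the comparisons with Lv-piPSC-F, and DESeq2 over the genes with a total above 1 were added after seeing the data.

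The rule for named genes was every gene the paper names in its RNAseq results and, in each comparison with pESCLC-primary, the 3 DEGs that rose most and the 3 that fell most among those with both samples of the line on the same side of both pESCLC-primary samples. The table names genes by Ensembl identifiers, and the files do not pair them with symbols. From the second part of the rule, the 2 that rose most and the 2 that fell most in pESCLC-FL6i were given. The planned tests of the pluripotency genes, the lineage scores and the pathway scores, and the checks for sex-linked, fibroblast and plasmid genes, need symbols and were not run, and the gene ontology enrichment was not analysed here. The primers of Supplementary Table 4 were placed on Sscrofa11.1 and its RefSeq annotation by exact match on the genome, and with at most 2 mismatches on the annotated transcripts.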

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

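The comparison of FL6i with FLB2i was chosen after the other results were seen, as were the tests across Epi-piPSC lines and across passages; the other tests in this part were chosen before their outcomes were seen.

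The difference between the FL6i and the FLB2i samples was not the same in the embryo-derived and the induced lines. Between pESCLC-FL6i and pESCLC-FLB2i, 0 of 14495 genes were DEGs and 0 had an adjusted p of at most 0.05, while 664 had an unadjusted p under 0.05. These samples deviated together by replicate number, which follows the passage (correlation of deviations 0.360), and with the replicate number as a block there were again 0 DEGs, with 1158 genes at an unadjusted p under 0.05. Between Epi-piPSC-FL6i and Epi-piPSC-FLB2i, 1101 of 14252 genes were DEGs, 460 higher and 641 lower in FL6i. In the test of the difference itself, 487 of 15248 genes had an adjusted p of at most 0.05 (limma interaction term with Benjamini-Hochberg adjustment). Of these, 454 changed more in Epi-piPSC and 341 changed in opposite directions in Epi-piPSC and pESCLC. Their median absolute log2 change was 3.76 in Epi-piPSC and 0.67 in pESCLC. Picking genes by this difference in itself favours opposite signs. As 0 genes had an adjusted p of at most 0.05 in pESCLC, their directions there are not established. Opposite effects of the medium therefore cannot be read from the 341 genes. The paper does not report this comparison of the origins.

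The pESCLC duplicates differ more from each other than the Epi-piPSC duplicates, which could hide an effect in pESCLC. With one spread estimated over the 8 samples, 1 gene was a DEG in pESCLC and 895 were in Epi-piPSC, while the genes at an unadjusted p under 0.05 in pESCLC rose from 664 to 2034. This spread is the same for both comparisons at each gene. At the genes called in Epi-piPSC, a mean effect as large would thus have been about as detectable in pESCLC. The 1 and 895 DEGs therefore argue against a hidden effect of that size at those genes. At other genes they cannot decide, since differences between the pESCLC duplicates enlarge the shared spread there and can hide an effect. A smaller effect, or one at the later passages only, could still be hidden. Without a criterion on p, 256 genes were past a log2 fold change of 3 in pESCLC and 1101 in Epi-piPSC. The second pESCLC-FL6i sample has the fewest reads. With the 8 libraries thinned to one depth, 366 genes passed in the test of the difference, so the depth could account for part of the 487 at most. With size factors estimated over the 8 samples, 472 genes passed. A few genes taking most of the reads could also shift the other genes, but the mean share of reads on the 100 genes with most reads differed by -3.88 percentage points between Epi-piPSC-FL6i and Epi-piPSC-FLB2i, and the share was lower in FL6i in both origins, not in Epi-piPSC alone. The 4 FL6i libraries had the lowest shares of the 14, at 22.3% and 22.1% in Epi-piPSC and 22.1% and 18.9% in pESCLC, against 24.7% and 27.4% in Epi-piPSC-FLB2i and 22.9% and 25.2% in pESCLC-FLB2i.

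Different lines were grown in the 2 media. The Epi-piPSC-FL6i lines C10 and C11 were 8-fold or more apart at 16 of 14252 genes, and each of them was that far from the samples of line B5 in FLB2i at 1062 to 1206 genes. As there is a single line in FLB2i, a difference between lines B5 and C10 or C11 that arose before or apart from the medium gives the same picture, and the pattern cannot be told apart from it. In pESCLC, the FLB2i cells were taken from FL6i culture at day 18, later than the move into FL6i at day 8, so these groups share a history in culture. The Epi-piPSC lines came from one electroporation of fibroblasts, whose cells were divided among the media in the days after it, and were isolated as separate colonies later. The effect of these histories was not tested. The passages differed as well. The passage 3 samples of pESCLC-FL6i and pESCLC-FLB2i were 8-fold or more apart at 220 of 14495 genes, and the later samples, at passages 9 and 6, at 1034. The Epi-piPSC samples, at passages 9 to 12, gave 1062 to 1206. These counts have unlike baselines. Within a medium, the pESCLC duplicates were that far apart at 852 genes in FL6i and 446 in FLB2i. The Epi-piPSC duplicates were at 16 and 10. The 1034 therefore cannot be read as a medium difference of the same size. With 1 sample per medium and passage in pESCLC, the pattern cannot be told apart from an effect of passage. A medium effect that depends on the origin of the cells remains a hypothesis beside the difference between lines and that of passage. GC content, gene length, reads shared between gene copies and reads from feeder cells were not tested, and the labels give no sequencing batches.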

How the results depend on the processing

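Besides the comparisons of FL6i with FLB2i and their interaction, the alternatives chosen after seeing the data were DESeq2 over genes with a total above 1, at either threshold, the rlog and variance-stabilizing transformations, the silhouettes over all genes, and the fits that left out samples for the silhouettes, the ranks and the comparisons of FL6i with FLB2i.

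In all settings run, pESCLC-F had fewer DEGs against pESCLC-primary than pESCLC-FLB2i and pESCLC-FL6i. For pESCLC-F, where 160 were called, the count was 81 with all genes above 0, 97 with a minimum of 50 normalized counts and 284 with a fold change of at least 3. DESeq2 over genes with a total above 1 called 242, and 511 at a fold change of at least 3. The other settings gave 111 to 233. For pESCLC-FLB2i, with 1681, a fold change of at least 3 gave 2869, and DESeq2 over genes with a total above 1 at that threshold 3316; the other settings gave 1310 to 1945. For pESCLC-FL6i, with 1509, DESeq2 over genes with a total above 1 at a fold change of at least 3 gave 3220, and the other settings gave 1280 to 2064. The cause of these changes was not tested beyond the thresholds and filters named.

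With the replicate number as a block there were 179 DEGs for pESCLC-F, 1709 for pESCLC-FLB2i and 1638 for pESCLC-FL6i. The deviations of same-numbered samples were correlated at -0.0453, -0.0118 and -0.0696 in these comparisons, so the replicate numbers showed no pairing. For Epi-piPSC-FL6i against Epi-piPSC-FLB2i the correlation was -0.0569, and the block gave 1101 DEGs, as many as without it. For pESCLC-FL6i against pESCLC-FLB2i the block gave 0 DEGs, with 1158 genes at an unadjusted p under 0.05, and in the interaction it gave 470 genes, of which 299 were among the 487 found without it.

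Between pESCLC-FL6i and pESCLC-FLB2i, 0 DEGs were called (664 genes at an unadjusted p under 0.05), but one fit on all 14 samples called 36, DESeq2 116 and DESeq2 over genes with a total above 1 131; the cause was not tested. Between Epi-piPSC-FL6i and Epi-piPSC-FLB2i, 1101 became 725 with a pseudocount of 5 and 2813 at a fold change of at least 3. The 487 genes of the interaction became 2079 with DESeq2, of which 464 were among the 487, and ranged from 345 to 510 in the other settings; the cause was not tested.

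The share of PC1 was 40.1%. It was 60.7% over the 500 genes with the highest variance, 30.7% after scaling to unit variance, 37.9% with a pseudocount of 0.1, 56% after rlog and 61.1% after variance stabilization. The share of PC2, 22.0%, was 20.1% over the 500 genes and 20.0% after variance stabilization, and within 1.30 percentage points of 22.0%, the SD over the fits that left out a sample, in the other settings. The silhouette width by medium stayed between 0.230 and 0.355, with exact permutation p from 0.0571 to 0.0952. The width by origin, -0.0032, was above 0 with Euclidean distance (0.0589), with a pseudocount of 5 (0.0044) and over all genes (0.142), and its exact permutation p was never under 0.238.

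Leaving out a sample leaves a group of 1 in the pairwise comparisons, so no p or call was made there, and no such fit was made for the interaction. Genes past a log2 fold change of 3 ranged from 253 to 347 for pESCLC-F (269 with all samples), from 1785 to 2019 for pESCLC-FLB2i (1851), from 1995 to 2588 for pESCLC-FL6i (2065), from 312 to 891 for pESCLC-FL6i against pESCLC-FLB2i (256) and from 1064 to 1187 for the Epi-piPSC comparison (1101), over 4 fits each. Over 14 fits each, the share of PC1 ranged from 38.3% to 44.1%, that of PC2 from 19.9% to 24.6%, the width by medium from 0.307 to 0.405 and the width by origin from -0.130 to 0.0405. Epi-piPSC-FL6i stayed at rank 1 by distance to Lv-piPSC-F in all settings run. The named genes kept their direction in all settings. Of the ranks by distance to pESCLC-primary, 6 moved, as Lv-piPSC-F and Epi-piPSC-FL6i exchanged ranks 3 and 4 under Euclidean distance, Spearman correlation and a pseudocount of 5.

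The second pESCLC-FL6i sample, with 6193659 reads, limits the precision of low genes in its comparisons. The alternatives planned for the pluripotency genes, for distances over them, and for the lineage and pathway scores were not run, since they need gene symbols.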

Differences from the paper's values

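For pESCLC-F against pESCLC-primary, 160 DEGs were called, against the paper's 242. Of the alternatives set before the data were examined, a fold change of at least 3 (284 DEGs), size factors estimated within the comparison (170), DESeq2 on the recovered reads (233), edgeR (170) and the replicate number as a block came within 1.5 times the paper's number. Pseudocounts of 0.1 (126) and 5 (111), all genes above 0 (81), a minimum of 50 normalized counts (97) and one fit on all 14 samples (124) did not. DESeq2 on the recovered reads over the genes with a total above 1, an alternative chosen after seeing the values, gave 242 of 17650 genes, and all 242 were those of Supplementary Table 5. It called all 373 genes that could be read from that table for pESCLC-FLB2i and all 1998 for pESCLC-FL6i. The same alternative gave 1945 DEGs of 18085 genes for pESCLC-FLB2i and 2058 of 18110 for pESCLC-FL6i, the paper's numbers, where 1681 and 1509 were called. At the fold change of 3 that the text states, it gave 511, 3316 and 3220.

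Of the DEGs of pESCLC-F, 136 were lower than in pESCLC-primary, against 211 in the paper's Supplementary Table 5. Of the alternatives set before the data were examined, a fold change of at least 3 (215), size factors estimated within the comparison (145), DESeq2 (202), edgeR (146) and the replicate number as a block came within 1.5 times the paper's number. Pseudocounts of 0.1 (106) and 5 (88), all genes above 0 (65), a minimum of 50 normalized counts (77) and one fit on all 14 samples (106) did not. DESeq2 over the genes with a total above 1, chosen after seeing the values, gave 211.

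PC1 carried 40.1% of the variance, against about 55% in Fig. 7a, read by eye. The rlog transformation of the recovered reads over 500 genes, chosen after seeing the values, gave 56%, and the 500 genes with the highest variance, an alternative set before the data were examined, gave 60.7%.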

Other observations

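The correlations across passages and the thinning were chosen before their outcomes were seen. The counts of genes 8-fold or more apart in single pairs and of genes with reads at equal depth were chosen after results were seen.

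The passage 3 samples of pESCLC-FLB2i and pESCLC-FL6i were closer to each other than to the later sample in their own medium. The passage 3 samples of both media had an r of 0.957 across 16028 genes, higher than the 0.934 between passages 3 and 6 in FLB2i and the 0.860 between passages 3 and 9 in FL6i. In single pairs, the passage 3 samples of both media were 8-fold or more apart at 220 of 14495 genes, the FLB2i duplicates at 446, the FL6i duplicates at 852, and the later samples of both media at 1034. A drift over passages larger than the effect of the medium at passage 3 could give this. So could a recent shared culture, since the FLB2i cells were taken from FL6i culture at day 18. There is 1 sample per medium and passage, so the 4 samples can show no more. A lower depth of the later FL6i sample was one candidate explanation; with all libraries thinned to its depth, the FL6i duplicates had an r of 0.841 and the passage 3 samples of both media 0.952, so the depth does not account for it. At equal depth, the later FL6i sample had reads on 16641 genes, more than the next highest of the other libraries, its passage 3 duplicate with 16194, and the others had 15492 to 16074. Genes with 1 to 20 reads at equal depth numbered 4391 in that sample and 4305 to 4974 over the 14 samples. This count cannot decide on a low-level background over many genes, which can move genes into that range and others out of it. A background or other cells in that sample were not tested further and cannot be told apart from drift of the line.

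For Fig. 6f the paper places Lv-piPSC-F and then Epi-piPSC-FL6i closest to the blastocyst outgrowths among the induced lines, over a set of pluripotency genes not analysed here. Over 16028 genes, the mean distance to pESCLC-primary (1 minus Pearson's r) was 0.0480 ± 0.0056 for pESCLC-F, 0.177 ± 0.0139 for Epi-piPSC-FLB2i, 0.182 ± 0.0188 for Lv-piPSC-F, 0.182 ± 0.0126 for Epi-piPSC-FL6i, 0.235 ± 0.0146 for pESCLC-FLB2i and 0.292 ± 0.0536 for pESCLC-FL6i (SD over 4 pairs of samples). These pairs share the 2 pESCLC-primary samples, so the SDs include the offset between those. Within each pESCLC-primary sample, both Epi-piPSC-FLB2i samples had a higher r than both Epi-piPSC-FL6i samples, 0.832 and 0.837 against 0.829 and 0.828 for the first and 0.809 and 0.813 against 0.807 and 0.806 for the second. The second Lv-piPSC-F sample had a higher r than the Epi-piPSC samples with each pESCLC-primary sample, 0.842 with the first and 0.821 with the second, and the first Lv-piPSC-F sample a lower one, 0.811 and 0.797. The order of Lv-piPSC-F among the induced lines therefore depended on the sample. By group means, Epi-piPSC-FLB2i was the nearest of the induced lines with each distance and pseudocount run, while the order of Lv-piPSC-F and Epi-piPSC-FL6i changed with them. The induced lines were nearer to the outgrowths than pESCLC-FLB2i and pESCLC-FL6i were.

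In the number of DEGs the order was another. Against pESCLC-primary, Lv-piPSC-F had 1218 DEGs, Epi-piPSC-FLB2i 1507 and Epi-piPSC-FL6i 1685. Between the origins in one medium, there were 960 DEGs of 14452 genes for FL6i and 530 of 14397 for FLB2i. Past a log2 fold change of 3 without a criterion on p, the genes against pESCLC-primary numbered 1439, 1510 and 1697, in that order of lines.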
